# *let-7* coordinates the transition to adulthood through a single primary and four secondary targets

**DOI:** 10.26508/lsa.201900335

**Published:** 2019-03-25

**Authors:** Florian Aeschimann, Anca Neagu, Magdalene Rausch, Helge Großhans

## Abstract

The juvenile-to-adult (J/A) transition, or puberty, is a period of extensive changes of animal body morphology and function. The onset of puberty is genetically controlled, and the *let-7* miRNA temporally regulates J/A transition events in nematodes and mammals. Here, we uncover the targets and downstream pathways through which *Caenorhabditis elegans let-7* controls male and female sexual organ morphogenesis and skin progenitor cell fates. We find that *let-7* directs all three processes by silencing a single target, the post-transcriptional regulator *lin-41*. In turn, the RNA-binding protein LIN41/TRIM71 regulates these processes by silencing only four target mRNAs. Thus, by silencing LIN41, *let-7* activates LIN-29a and MAB-10 (an early growth response-type transcription factor and its NAB1/2-orthologous cofactor, respectively) to terminate progenitor cell self-renewal and to promote vulval integrity. By contrast, *let-7* promotes development of the male sexual organ by up-regulating DMD-3 and MAB-3, two Doublesex/MAB-3 domain–containing transcription factors. Our results provide mechanistic insight into how a linear chain of post-transcriptional regulators diverges in the control of a small set of transcriptional regulators to achieve a coordinated J/A transition.

## Abstract (precis)

Although miRNAs may act through regulation of numerous targets, this study shows that the *Caenorhabditis elegans* *let-7* miRNA promotes the juvenile-to-adult transition through repression of LIN41 alone, thereby activating four LIN41 targets that function in pairs to execute distinct developmental functions.

## Introduction

Development of multicellular organisms requires faithful control of cell fates in both space and time. Although the mechanistic understanding of temporal control lags behind that of spatial patterning, fundamental and conserved regulators of developmental timing in animals have been identified. In particular, the *let-7* miRNA and its regulator LIN28 control stem or progenitor cell fates and the timing of sexual maturation of organisms as distinct as worms and mammals (Corre et al, 2016; Faunes & Larrain, 2016).

Both *let-7* and *lin-28* were initially described in *Caenorhabditis elegans* (Ambros & Horvitz, 1984; Moss et al, 1997; Reinhart et al, 2000), where a highly stereotypic development has enabled the identification of molecular factors that control developmental timing. Genetic screens have uncovered “heterochronic” mutations that change the timing of specific developmental events relative to others (Ambros & Horvitz, 1984). Along with several other genes, *let-7* and *lin-28* form a heterochronic pathway that controls the transition from a juvenile to an adult animal (Ambros, 1989; reviewed in Rougvie & Moss (2013)). This transition involves formation of mature sexual organs, that is, morphogenesis of the vulval-uterine tract in hermaphrodites (Ecsedi et al, 2015) and cell retraction events that shape the male tail (Del Rio-Albrechtsen et al, 2006). Hermaphrodites with dysfunctional *let-7* rupture through the vulva and die (Reinhart et al, 2000). In addition, *let-7* controls the fate of epidermal progenitor cells at the juvenile-to-adult (J/A) transition. These so-called seam cells divide asymmetrically once in each larval stage, but exit the cell cycle during transition into adulthood (Sulston & Horvitz, 1977). In *let-7*–mutant animals, seam cells do not switch to the adult fate and continue to self-renew (Reinhart et al, 2000), consistent with a conserved function of *let-7* in controlling stem and progenitor cell fates in mammals (reviewed in Büssing et al (2008)).

Although the *let-7* miRNA exhibits perfect sequence conservation from worm to human and is the only heterochronic gene essential for larval survival, the molecular basis of *let-7*–mutant phenotypes has only begun to emerge. miRNAs silence target mRNAs post-transcriptionally by binding short stretches of complementary sequence, typically located in the 3′ UTR. Sequence complementarity of as little as seven nucleotides can be sufficient to induce silencing, and sequences complementary to *let-7* occur in numerous mRNAs. Accordingly, many targets of *let-7* have been reported (Abrahante et al, 2003; Lin et al, 2003; Großhans et al, 2005; Andachi, 2008; Jovanovic et al, 2010; Hunter et al, 2013; ). However, it has been unclear which and how many of these targets are functionally important. To resolve this issue, we have recently developed a genetic approach to uncouple endogenous *let-7* targets from silencing. Thus, we showed that *lin-41* is the only target that *let-7* needs to silence to prevent vulval bursting and death (Ecsedi et al, 2015).

Here, we report that also the other major phenotypes of *let-7*–mutant animals are caused by failure to silence the single target LIN41 at the J/A transition. (We will refer to the gene by its worm-specific hyphenated name, *lin-41*, and to the protein by its generic name, LIN41, to reflect phylogenetic conservation.) To understand how the down-regulation of LIN41 triggers the transition to adulthood, we characterized LIN41 targets. Although LIN41 proteins can function as E3 ubiquitin ligases and structural proteins (reviewed in Ecsedi & Großhans (2013)), we had previously demonstrated that *C. elegans* LIN41 binds and post-transcriptionally silences four transcripts (Aeschimann et al, 2017). Here, we show that LIN41-mediated silencing of these four mRNAs, which encode the transcription factors LIN-29a, DMD-3, and MAB-3, and the transcription cofactor MAB-10, explain *let-7*–mutant phenotypes. The four transcriptional regulators act in two pairs in different tissues. Thus, through repression of LIN41, *let-7* promotes adult seam cell fates and vulval integrity by activating *lin-29a* and *mab-10*, and cell retraction events during male tail morphogenesis by activating *mab-3* and *dmd-3*. A partially redundant activity of LIN41 targets combines with isoform-specific and spatially restricted silencing of *lin-29a* to explain why previously described phenotypes overlapped only partially between LIN41 target gene and *let-7*–mutant animals (Hodgkin, 1983; Euling et al, 1999; Del Rio-Albrechtsen et al, 2006; Mason et al, 2008; Ecsedi et al, 2015). Thus, our results extend the mechanistic and conceptual understanding of a paradigmatic temporal patterning pathway. They identify *let-7*–LIN41 as a versatile regulatory module and reveal how several levels of post-transcriptional regulation promote transition into adulthood through controlling transcriptional programs.

## Results

### LIN41 is the single key target of *let-7* for three distinct developmental functions

We previously showed that regulation of LIN41 alone accounted for the function of *let-7* in *C. elegans* vulval development (Ecsedi et al, 2015). Given that numerous targets of *let-7* had been reported, we asked whether additional known phenotypic functions of *let-7* involved other targets than LIN41. To explore this, we analyzed a set of three different mutants that allowed us to test whether a certain phenotype is caused by failed *let-7*–mediated repression of *lin-41* only (Fig 1A) (Ecsedi et al, 2015). First, we studied *let-7*–mutant phenotypes using *let-7(n2853)* animals. These worms harbor a G-to-A point mutation in the *let-7* seed sequence that abrogates *let-7* activity at 25°C (Reinhart et al, 2000) and thereby causes up-regulation of all *let-7* targets, including *lin-41*. We will refer to this allele as *let-7(PM)* for *let-7* point mutation. Second, we tested if preventing *let-7*–mediated silencing of only *lin-41* is sufficient to recapitulate a phenotype. To this end, we used *lin-41(xe8)*–mutant animals that lack a segment of the *lin-41* 3′ UTR that contains the two *let-7* target sites. We refer to *lin-41(xe8)* in the following as *lin-41(∆LCS)*, where LCS stands for *let-7* complementary sites (Vella et al, 2004). Third, we examined if de-repression of *lin-41* was necessary for phenotypes in *let-7*–mutant animals, by asking whether restoring *let-7*–mediated silencing of *lin-41* but not of the other targets sufficed to suppress a given phenotype. We used *lin-41(xe11); let-7(n2853)* double mutant animals, in which both *let-7* target sites on the *lin-41* 3′ UTR contain a compensatory point mutation (*CPM*) to allow base pairing to the *let-7(PM)*–mutant miRNA (Fig 1A). This mutant combination results in substantial, albeit incomplete, repression of *lin-41*, whereas the other *let-7* target mRNAs are de-silenced to the same extent as in *let-7(PM)* single mutant animals (Fig 1A) (Ecsedi et al, 2015; Aeschimann et al, 2017). For completeness, we also studied the phenotypes of *lin-41(xe11)* single mutant animals, for which *lin-41* silencing is also incomplete because binding of wild-type *let-7* to the mutant LCS’s is impaired (Ecsedi et al, 2015; Aeschimann et al, 2017). We refer to *lin-41(xe11)* as *lin-41(CPM)*.

**Figure 1.**
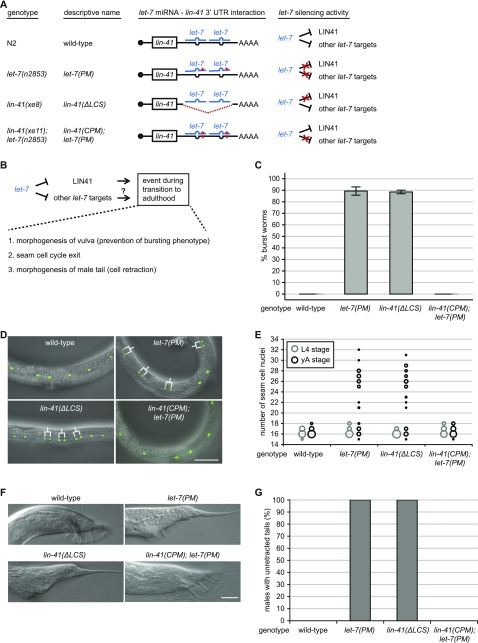
Failure of LIN41 down-regulation explains multiple *let-7*–mutant phenotypes. **(A)** Schematic illustration of *let-7–* and *lin-41* 3′ UTR–mutant alleles (not to scale) and of the *let-7* silencing activities in the different mutant backgrounds. Red asterisks depict point mutations and the red dotted line indicates a deletion. For both *let-7* target sites on the *lin-41* 3′ UTR in the *lin-41(xe11); let-7(n2853)* background, a wild-type G:C base pair is replaced by an A:U base pair. This rescues *lin-41* down-regulation by *let-7*, although not to the full extent (Aeschimann et al, 2017). **(B)** Schematic of a section of the heterochronic pathway regulating the onset of events during the J/A transition. The experiments of Fig 1 test if these events are regulated by silencing of only one *let-7* target (LIN41) or by silencing of any other combination of *let-7* targets. **(C)** The percentage of burst adult worms of the indicated genotypes grown in synchronized populations at 25°C for 45 h. Data as mean ± SEM of N = 3 independent biological replicates with n ≥ 400 worms per genotype and replicate. **(D)** Example micrographs of young adult worms expressing transgenic *scm::gfp* to visualize seam cell nuclei. Branched lines indicate seam cells originating from extra cell divisions. Scale bar: 50 μm. **(E)** Quantification of seam cell nuclei at the late L4 larval (L4) or young adult (yA) stage, in worms of the indicated genetic backgrounds. Areas of bubbles represent the percentage of worms with the corresponding number of seam cells. n = 20 for L4, n > 50 for yA, worms grown at 25°C. **(F)** Example micrographs of tails in adult males of the indicated genetic background. Scale bar: 20 μm. **(G)** The percentage of young adult males of the indicated genotype with unretracted tails. n ≥ 100, worms grown at 25°C.

This set of mutant strains allowed us to test which of the developmental events triggered by *let-7* are transmitted by *lin-41* and which events involve other targets (Fig 1B). Specifically, in addition to the role of *let-7* in vulva morphogenesis, we explored its functions in the control of seam cell self-renewal and male tail retraction. Consistent with previous observations (Ecsedi et al, 2015), the failure to down-regulate *lin-41* explained the lethality of the *let-7* mutation, as this phenotype was recapitulated in *lin-41(∆LCS)* animals and rescued in *lin-41(CPM); let-7(PM)* animals (Fig 1C and Table S1). A vulval bursting phenotype was also virtually absent from *lin-41(CPM)* single mutant animals (Table S1).

Table S1 Vulval bursting phenotypes. Numbers are given in percentage of burst animals in each of three independent experiments (exp) with n ≥ 400 scored animals.

We next examined *let-7*–mediated control of seam cell proliferation. Loss of *let-7* activity causes a failure of seam cells to exit the cell cycle (Reinhart et al, 2000), resulting in additional seam cell divisions at the young adult stage. We quantified this phenotype by counting the number of GFP-marked seam cell nuclei at the late L4 stage and a few hours later, in young adulthood, shortly before *let-7(PM)* and *lin-41(∆LCS)* animals died. At the L4 stage, just before the final molt, both *lin-41(∆LCS)*– and *let-7(PM)*–mutant animals exhibited a wild-type number of seam cells (Fig 1E, gray circles; Table S2). However, after the molt, both strains of mutant animals had more seam cells than wild-type animals, reflecting a failure in termination of the self-renewal program at the transition to adulthood (Fig 1E, black circles; Table S2). Although a partial desilencing of *lin-41* in *lin-41(CPM)*–mutant animals caused no extra seam cell divisions (Table S2), a complete uncoupling of *lin-41* from *let-7* in *lin-41(∆LCS)*–mutant animals recapitulated the *let-7(PM)* phenotype both qualitatively and quantitatively (Fig 1D and E and Table S2). Hence, we conclude that dysregulation of *lin-41* is sufficient for this *let-7*–mutant phenotype. Moreover, because restored repression of *lin-41* in *lin-41(CPM); let-7(PM)* double mutant animals sufficed to revert seam cell numbers to the lower, wild-type level (Fig 1D and E and Table S2), *lin-41* dysregulation is also necessary for the phenotype. Thus, LIN41 is the single target of *let-7* for a second function, that is, control of seam cell self-renewal.

Table S2 Number of seam cells in late L4 and young adult stages. Numbers are given in percentage of animals, n = number of scored animals.

Finally, we analyzed the tails of adult males. In wild-type animals, cells in the male tail undergo retraction to form the mature male reproductive organ (Nguyen et al, 1999). Mail tail cell retractions were previously found to be delayed in *let-7(PM)* as well as in *lin-41* gain-of-function (gf) males (Del Rio-Albrechtsen et al, 2006). However, *let-7(PM)* mutants were analyzed only at 15°C, a semi-permissive temperature for survival and presumably other phenotypes. Moreover, the *lin-41gf* alleles used were considered weak, and the mechanistic basis of their hyperactivation, involving mutations in the first coding exon of *lin-41*, is unknown. Strikingly, *let-7(PM)* animals grown at 25°C and *lin-41(∆LCS)*–mutant animals exhibited phenotypes that were much more severe than those caused by a mere delay in tail cell retractions. As analyzed in more detail in the following section, almost all *let-7(PM)* and all *lin-41(∆LCS)*–mutant adult males had “unretracted” tails with a long, pointed shape, resembling those of hermaphrodites (Fig 1F and G and Table S3). By contrast, the male tails of *lin-41(CPM); let-7(PM)* double mutant animals were of normal, wild-type appearance (Fig 1F and G and Table S3). Hence, our data suggest that *let-7* triggers male tail development through the single target *lin-41*. We conclude that all three *let-7*–mutant phenotypes analyzed here can be fully explained by dysregulation of *lin-41* and that *lin-41* is the key target of *let-7* for different developmental functions and in different tissues.

Table S3 Male tail retraction phenotypes. Numbers are given in percentage of animals, n = number of scored animals.

### Sustained LIN41 expression leads to a complete failure of male tail cell retraction

Because the mail tail retraction phenotype of *lin-41(∆LCS)* and *let-7(PM)*–mutant animals were much more severe than what was reported earlier for *lin-41gf*–mutant animals and *let-7(PM)*–mutant animals grown at 15°C (Del Rio-Albrechtsen et al, 2006), we investigated this phenotype in more detail.

During the L4 stage, male tails are reshaped from a pointed into a more rounded structure, as a consequence of cells moving anteriorly (Nguyen et al, 1999). In wild-type males, the first visible step of this process occurs at the mid L4 stage, when the four epidermal cells hyp8-11 at the very tip of the tail fuse and start to retract anteriorly, withdrawing from the larval cuticle and turning the tip into a rounded shape (Fig 2A(ii), dashed arrow). At the late L4 stage, the entire tail retracts, leaving behind male-specific sensilla called rays (Fig 2A(iii), arrow). After the last molt, the adult male tail is freed from the larval cuticle, but keeps a structure called the fan (Fig 2A(iv), arrowhead), consisting of a fold in the outer layer of the adult cuticle.

**Figure 2.**
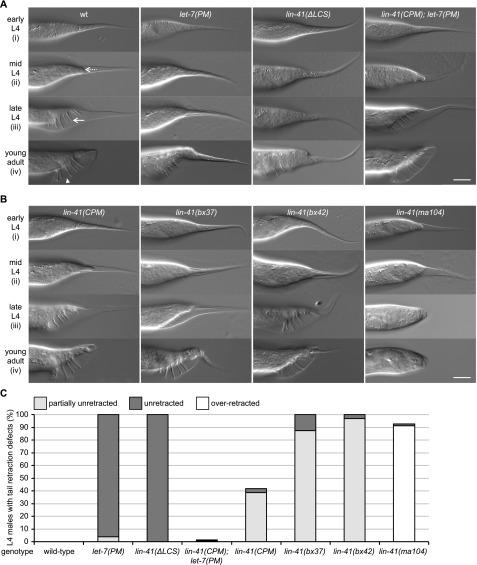
A failure in LIN41 down-regulation results in a complete loss of male tail cell retractions. **(A, B)** Example micrographs of male tails at different developmental time points in the indicated genetic backgrounds. The dashed arrow illustrates the anterior retraction of the epidermal cell at the tail tip. The full arrow and the arrowhead point to one of the rays and the fan, respectively. Scale bars: 20 μm. **(C)** Quantification of the male tail phenotypes of the indicated genotypes at the late L4 larval stage as illustrated with pictures (iii) in (A, B). Shown are the percentages of animals with over-retracted, partially retracted, or unretracted tails. n ≥ 100, except for *lin-41(ma104)* (n = 80). Worms were grown at 25°C. **(B, C)** *lin-41(ma104)* animals display a precocious male tail retraction phenotype and were included as a control.

Del Rio-Albrechtsen et al (2006) previously characterized the phenotypes of *lin-41(bx37)* and *lin-41(bx42)* *gf* mutations on male tail development. Both weak *gf* alleles caused a “leptoderan” (Lep) phenotype, which we confirmed (Figs 2B(iv) and S1B and Table S3). The Lep phenotype is characterized by a selectively delayed retraction of hyp8-11 but not of the other cells, giving rise to animals with tails that appear wild-type in shape except for the presence of a tail spike (Nguyen et al, 1999). We observed a similar, but less penetrant phenotype with *lin-41(CPM)* (Figs 2B and S1B and Table S3). By contrast, rather than being merely delayed, tail tip cell retraction did not occur at all in *lin-41(∆LCS)* and in *let-7(PM)* males (Fig 2A).

**Figure S1.**
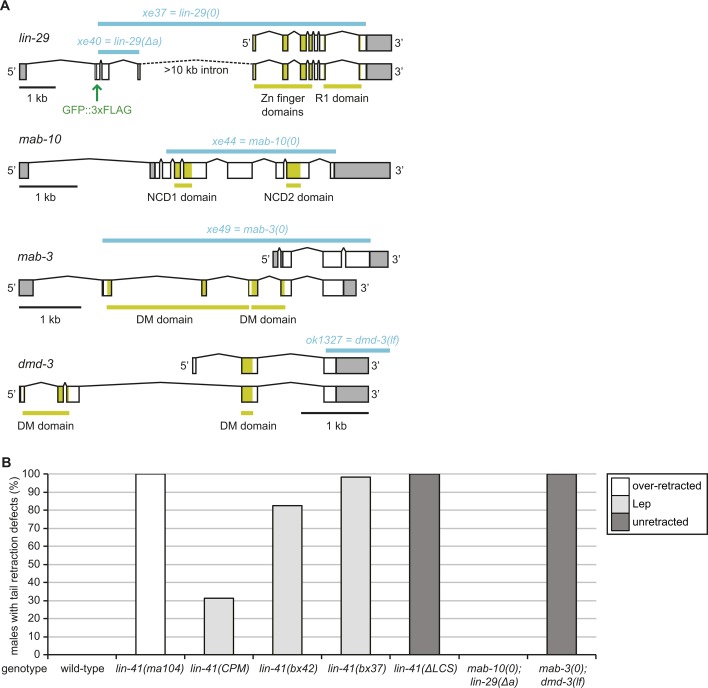
Novel mutant alleles and male tail phenotype experiments. **(A)** Illustration of the mutant alleles (in blue) used in this study to disrupt the function of LIN41 target genes. The position of the endogenous GFP::3xFLAG inserted at the N terminus of LIN-29a (*lin-29(xe63)*) is indicated in green. The *lin-29a(xe40)* allele deletes coding exons two through four of *lin-29* while causing a frameshift in the remaining *lin-29a* open reading frame, rendering it null for *lin-29a* without affecting expression of *lin-29b*. **(B)** Quantification of the male tail phenotypes at the young adult stage of the indicated genotypes. Shown are the percentages of animals with over-retracted, Lep, or unretracted tails. n ≥ 100, except for *lin-41(ma104)* (n = 55), which displays an over-retracted male tail phenotype and was included as a control. Worms were grown at 25°C.

To compare the different mutants in more detail, we quantified tail cell retraction phenotypes during the late L4 stage (Fig 2C and Table S3) and final tail phenotypes in young adults (Fig S1B and Table S3). Most *lin-41(bx37)–* and *lin-41(bx42)*–mutant males had a partially retracted tail at the late L4 stage, with a spike protruding from the otherwise normal tail (Fig 2B(iii) and C and Table S3). By contrast, none of the *lin-41(∆LCS)*–mutant males displayed any cell retraction (Fig 2A(iii) and C and Table S3). At the young adult stage, this resulted in Lep tails for *lin-41(bx37)* or *lin-41(bx42)* mutants, whereas *lin-41(∆LCS)* and *let-7(PM)* animals had a distinct and more severe “unretracted” phenotype (Figs 2A(iv) and B(iv), and S1B; Table S3). Despite the severity of the defect observed with *let-7(PM)* males grown at 25°C, male tail development was fully restored in *lin-41(CPM); let-7(PM)* double mutant animals (Fig 2A and C and Table S3). From this analysis, we conclude that proper male tail development absolutely depends on repression of *lin-41* by *let-7*. We propose that the previously reported Lep phenotypes of *lin-41gf*– and *let-7(PM)*–mutant animals grown at 15°C reflects the fact that, under these conditions, *let-7* will still eventually silence *lin-41*, but with a delay and/or less extensively. By contrast, *let-7*–mediated silencing is altogether lost in *let-7(PM)*–mutant animals at 25°C and in *lin-41(∆LCS)* animals. We further note that male tail morphogenesis appears particularly sensitive to LIN41 activity levels, since the weak *gf* alleles *lin-41(bx37)*, *lin-41(bx42)*, and *lin-41(CPM)* cause delayed, albeit largely functional male tail retraction (Fig 2B), but no seam cell division or survival phenotypes (Fig 1 and Tables S1, S2, S3, and Del Rio-Albrechtsen et al, 2006).

### LIN41 specifically binds to only a few somatic mRNAs

We previously identified four mRNA targets of LIN41 with ribosome profiling experiments that revealed gene expression changes in mutant animals with dysregulated LIN41 expression (Aeschimann et al, 2017). Whether and to what extent these targets mediate any or all of the LIN41 functions in the transition to adulthood and whether additional functionally relevant targets exist have remained untested. To start addressing these questions, we sought to identify targets of LIN41 globally in the developmental period during which *let-7* initiates repression of LIN41. Therefore, we used RNA co-immunoprecipitation coupled to RNA sequencing (RIP-seq) on a mixture of L3- and L4-stage animals. 

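The RIP-seq data comprised 12 libraries, with 3 replicates in each of 4 groups: the anti-FLAG IP and the input RNA of worms expressing tagged LIN41 (LIN41 IP and LIN41 input), and the IP and input RNA of control worms expressing tagged SART-3, a nuclear protein of pre-mRNA splicing (SART-3 IP and SART-3 input). The paper's text writes the control transgene with the tag before sart-3, whereas its strain table and the sample labels write it with the tag after sart-3. The authors sequenced 50-bp single-end reads, collapsed reads with the same 5′ end to 1 read, aligned them to the genome and counted those that overlapped the annotated exons of each gene. The deposited counts, which are not normalized, cover 20182 genes. They are counts per gene, so lin-29a and the other lin-29 transcript share 1 value, and the paper's text does not say whether reads were counted by strand. Collapsing limits the counts of short, abundant mRNAs: 499 genes had more than 0.5 counts per bp of coding length in at least 1 library, with a highest value of 0.932. Total counts ranged from 291466 to 404046 (median 389151) in the LIN41 IP, from 859814 to 2024430 (median 993849) in the LIN41 input, from 412440 to 612445 (median 456053) in the SART-3 IP and from 1274703 to 1401265 (median 1354051) in the SART-3 input. Levels are given as normalized CPM, counts scaled to library size with TMM factors. On this scale, a gene with 3 counts had 13.7 CPM in the smallest LIN41 IP library, 3.35 in the smallest LIN41 input, 8.45 in the smallest SART-3 IP and 2.22 in the smallest SART-3 input. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.
From these counts, the 12036 genes that passed edgeR's filter on low counts were fitted in 1 edgeR quasi-likelihood model of all 12 libraries, with TMM normalization and terms for replicate number, library type (IP or input), protein (LIN41 or SART-3) and the interaction of library type and protein. The interaction is called LIN41-specific enrichment here: the log2 IP-to-input ratio for LIN41 minus that for SART-3. Tests were two-sided, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The tests, gene lists and alternatives were chosen before the data were examined, except where stated. The sample labels place all libraries on 1 flow cell, with the inputs in lane 3 and the IPs in lane 4, so a difference between IP and input includes any difference between lanes, which both strains share. The paper's text does not name the libraries that form its sequencing batches, and the replicate number was used in their place. The libraries of replicate 1 stood apart from the others in each group. Chi-square per degree of freedom, which is about 1 for counting noise alone, was 3.61 to 15.1 for pairs of libraries that include replicate 1 and 1.62 to 2.22 between replicates 2 and 3. In the inputs of replicate 1, the median log2 level of 17 sperm genes relative to the mean of inputs 2 and 3 was −0.97 (SD 0.817 over the genes, 14 of 17 lower) with LIN41 and −1.44 (SD 0.707, 16 of 17 lower) with SART-3.

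**Figure D1:**
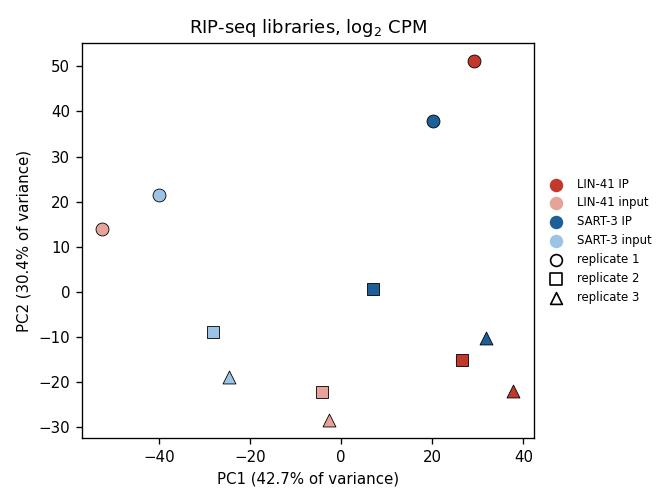
Principal components of the log2 CPM, in the 12 libraries, of the 7823 tested genes with a mean log2 CPM over 5. The first component (42.7% of the variance, horizontal axis) runs from inputs to IPs and the second (30.4%, vertical axis) places the libraries of replicate 1 (circles) above those of replicates 2 (squares) and 3 (triangles).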

We used an anti-FLAG antibody to enrich for mRNAs bound by LIN41, which we expressed from a rescuing *flag::gfp::lin-41* transgene in the *lin-41(n2914)*–mutant background (Aeschimann et al, 2017). Wild-type worms expressing *flag::gfp::sart-3* (Rüegger et al, 2015) served as a negative control. To identify candidate targets in both sexes, we performed RIP-seq in a *him-5(e1490)* genetic background, which increases the incidence of males in a population (∼35% males versus <1% in a wild-type population; Meneely et al, 2012).

We performed three independent experiments and determined a set of LIN41-bound mRNAs using edgeR (Robinson et al, 2010) with a false discovery rate of <0.05. 

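The mRNA of mab-10, which encodes a NAB-family cofactor of the transcription factor LIN-29, was among those with large LIN41-specific enrichment. Its log2 value was 4.35 (standard error 0.573, n = 3 replicates, adjusted p = 0.00210), and that of lin-29, a zinc finger gene that drives the larval-to-adult switch, was 4.06 (standard error 0.643, adjusted p = 0.0181). The value of mab-3, a DM domain gene of male development, was 2.35 (standard error 0.287, adjusted p = 0.00139). The mRNA of lin-41 itself had a value of 4.07 (standard error 0.690, adjusted p = 0.0265), and that of the unnamed gene F18C5.10 had one of 3.15 (standard error 0.510, adjusted p = 0.0182). Next by p came dmd-3, another DM domain gene of the male tail, with 3.34 (standard error 0.633, adjusted p = 0.0848), and the unnamed gene C31H5.5, with 1.84 (standard error 0.396, adjusted p = 0.30), neither past the threshold. All 7 mRNAs had positive values in 3 of 3 replicates. The values of mab-3 (2.55, 2.32 and 2.40 in replicates 1, 2 and 3) and dmd-3 (3.25, 3.15 and 3.00) lay close together, whereas lin-29 had 6.48, 2.81 and 3.12.
Normalized CPM of F18C5.10 (identifier WBGene00017563, chromosome II from 6559722 to 6561444 of the WBcel235 assembly, minus strand) were 293, 46.6 and 61.1 in LIN41 IP replicates 1, 2 and 3 and 37 ± 28.0 (SD, n = 3) in the LIN41 input, against 14.8 ± 6.71 in the SART-3 IP and 43.5 ± 20.6 in its input. C31H5.5 (WBGene00007856, chromosome I from 9048188 to 9049349, minus strand) had 82.5 ± 28.4 CPM in the LIN41 IP and 23.5 ± 3.57 in its input, against 28.2 ± 5.00 in the SART-3 IP and 29.6 ± 7.03 in its input. Counts of F18C5.10 in the SART-3 IP libraries were only 6, 12 and 3. The assembly is later than the one used for counting and serves here only to locate the genes.
In total, 5 of 12036 genes (mab-3, mab-10, lin-29, F18C5.10 and lin-41) had a higher enrichment with LIN41 than with SART-3 in edgeR's quasi-likelihood test and 0 had a lower one, with 113 higher and 121 lower at an unadjusted p under 0.05. By edgeR's likelihood ratio test, which the paper's methods name, 7 were higher and 0 lower, with dmd-3 (adjusted p = 3.04e-04) and C31H5.5 (adjusted p = 0.0155) added to these 5. Adjusted over the list alone, all 7 were higher, which is not independent evidence because the paper chose this list on these samples. With DESeq2, 4 genes were higher and 0 lower (lin-29, adjusted p = 0.101, and lin-41, adjusted p = 0.742, did not pass and dmd-3, adjusted p = 0.0128, did), and with limma-voom the count was 5.
The count was 0 without the replicate term (lowest adjusted p = 0.447, 39 higher and 38 lower at an unadjusted p under 0.05), 3 with scaling to total counts, 1 with at least 10 counts required in every library, where only 1 of the 7 genes was tested, 9 without a filter on low counts, and 8 with gene length offsets, which were added after the data were seen. It was 7 without replicate 1, which stood apart: 6 of the paper's 7 mRNAs (all but C31H5.5) and glit-1. It was 5 without replicate 2 and 0 without replicate 3 (48 higher and 84 lower at an unadjusted p under 0.05). Leaving out single libraries gave 8 without LIN41 input 1, 3 without LIN41 IP 1, SART-3 IP 1 or LIN41 IP 3, and 2 without SART-3 input 2 or SART-3 IP 3. Without any 1 library, mab-3 and mab-10 passed in every case, and lin-29 did except without SART-3 input 2 (adjusted p = 0.147) or SART-3 IP 3 (adjusted p = 0.0533). F18C5.10 did not pass with scaling to total counts (adjusted p = 0.0630) or without SART-3 input 2 (adjusted p = 0.107), LIN41 IP 1 (0.666), SART-3 IP 1 (0.186), LIN41 IP 3 (0.0680) or SART-3 IP 3 (0.106). The value of dmd-3 passed without LIN41 input 1 (0.00456), SART-3 input 1 (0.00394) or replicate 1 (9.60e-06). It also passed with a block per lysate, which pairs each IP with its input (3.75e-04). With that block the count was 7: 6 of the paper's 7 mRNAs (all but C31H5.5) and cam-1.
The paper takes an IP-to-input enrichment that is significantly greater for LIN41 than for the SART-3 control as the mark of a bound mRNA, and from this comparison it concludes which mRNAs are associated with LIN41.

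**Figure D2:**
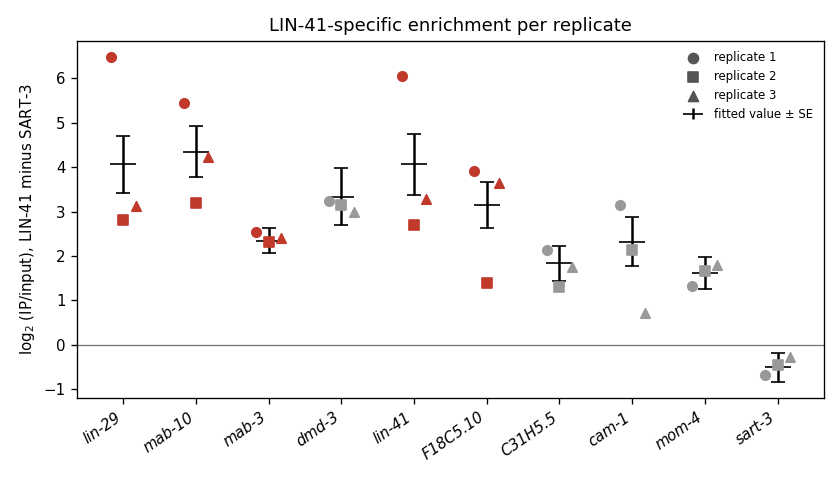
LIN41-specific enrichment (vertical axis, log2) of the 7 mRNAs, of cam-1 and mom-4, and of sart-3, per replicate (circles, squares and triangles for replicates 1, 2 and 3) with the fitted value and its standard error (bars). Genes past the threshold are in red, and the 5 red genes include lin-29, mab-10 and lin-41, whose replicate 1 lies above the others.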

We identified seven mRNAs as reproducibly associated with LIN41: *lin-29a*, *mab-10*, *mab-3, dmd-3*, *lin-41*, and the unnamed transcripts *F18C5.10* and *C31H5.5* (Fig 3A). 

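The 4 transcription regulators lin-29, mab-10, mab-3 and dmd-3 had more normalized counts in every LIN41 IP library than in any other library. For lin-29 (WBGene00003015, chromosome II from 11917642 to 11935343, minus strand), CPM were 1046 ± 968 (SD, n = 3) in the LIN41 IP and 59.2 ± 18.9 in the LIN41 input, against 57.0 ± 33.9 in the SART-3 IP and a mean of 64.9 in the SART-3 input. For mab-10 (WBGene00003107, chromosome II from 10528084 to 10534380, plus strand), they were 707 ± 581, 42.8 ± 17.3, 35.5 ± 13.8 and 49.9 ± 7.50 CPM in the same order of groups. For mab-3 (WBGene00003100, chromosome II from 9732137 to 9738035, plus strand), they were 297 ± 47.8, 60.0 ± 16.6, 64.2 ± 24.1 and 68.9 ± 17.7 CPM. For dmd-3 (WBGene00012832, chromosome V from 19650025 to 19655251, minus strand), they were 74.9 ± 11.5, 20.2 ± 3.84, 8.60 ± 5.87 and 25.6 ± 14.9 CPM, and its counts in the SART-3 IP libraries were only 1, 5 and 6.
Relative to its input, the LIN41 IP raised all 4 mRNAs: lin-29 by a log2 of 3.99 (standard error 0.448, adjusted p = 1.73e-05), mab-10 by 3.90 (standard error 0.375, adjusted p = 3.39e-06), mab-3 by 2.29 (standard error 0.194, adjusted p = 1.04e-06) and dmd-3 by 1.8 (standard error 0.381, adjusted p = 0.00465), the last not past the threshold without LIN41 IP 1 (adjusted p = 0.0648) or replicate 3 (0.0535). In the SART-3 IP, the log2 values were −0.07 for lin-29 (standard error 0.484), −0.44 for mab-10 (0.459) and −0.06 for mab-3 (0.218), none past the threshold. The value of dmd-3 was −1.54 (standard error 0.520, adjusted p = 0.0457), a call lost without any 1 of SART-3 inputs 2 and 3, SART-3 IPs 1, 2 and 3, and LIN41 IPs 2 and 3 (adjusted p from 0.0563 to 0.219), or without replicate 2 (0.226) or 3 (0.223), and also without the replicate term (0.134), with DESeq2 (0.0602), limma-voom (0.0889), counts corrected for the ceiling (0.0517) and counts thinned to the same total (0.128, added after the data were seen). Between the inputs of the strains, none of the 4 mRNAs passed the threshold (log2 values from −0.32 for mab-10 to −0.17 for mab-3). Without replicate 1, mab-10 (−0.72, adjusted p = 0.00467) and dmd-3 (−0.72, adjusted p = 0.0392) were lower in the LIN41 input. In that fit 1844 genes were higher and 1019 lower between the inputs, so these calls are not particular to the 2 mRNAs. The exons of lin-29 overlap hmg-12 on the opposite strand, and those of mab-10 overlap R166.2, and these neighbours had LIN41-specific enrichments of −0.11 (standard error 0.280) and 0.30 (standard error 0.325).
After the 7 mRNAs of lowest p came mom-4, a kinase gene of Wnt signalling, with a LIN41-specific enrichment of 1.62 (standard error 0.358, adjusted p = 0.344, positive in 3 of 3 replicates). Exons of mom-4 overlap another protein-coding gene on the same strand, so strand cannot tell their reads apart there. Then came cam-1, a receptor tyrosine kinase gene, with 2.32 (standard error 0.557, adjusted p = 0.680, and 3.15, 2.13 and 0.72 in replicates 1, 2 and 3). The value of cam-1 passed the threshold without LIN41 input 1 (adjusted p = 0.0488), with a block per lysate (9.01e-04), without a filter on low counts (1.81e-08) and with gene length offsets (0.0187), which were added after the data were seen. The genes C50E3.6 (1.14), glit-1 (1.46), larp-5 (1.43), hil-7 (2.47) and K11D2.4 (2.42) followed, and C46A5.4 (−2.31), nyn-1 (−1.24) and cul-1 (−0.85) had the lowest p among negative values, with adjusted p of 1.00 for each. Of these, glit-1 passed without replicate 1 (adjusted p = 8.91e-05), without LIN41 input 1 (0.00478), without a filter on low counts (0.0293) and with gene length offsets (0.0326), and C50E3.6 (0.0345) and hil-7 (0.0263) passed in LIN41 IP against SART-3 IP with no input correction. In simulated counts of this design, edgeR's quasi-likelihood test called 96.9% of genes with a log2 change of 4, 74.2% of those with 2 and 21.2% of those with 1. The simulated changes went in both directions, with a common dispersion and no replicate effect. In the data replicate 1 stands apart, so these shares do not measure the power to find further mRNAs here.

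**Figure D3:**
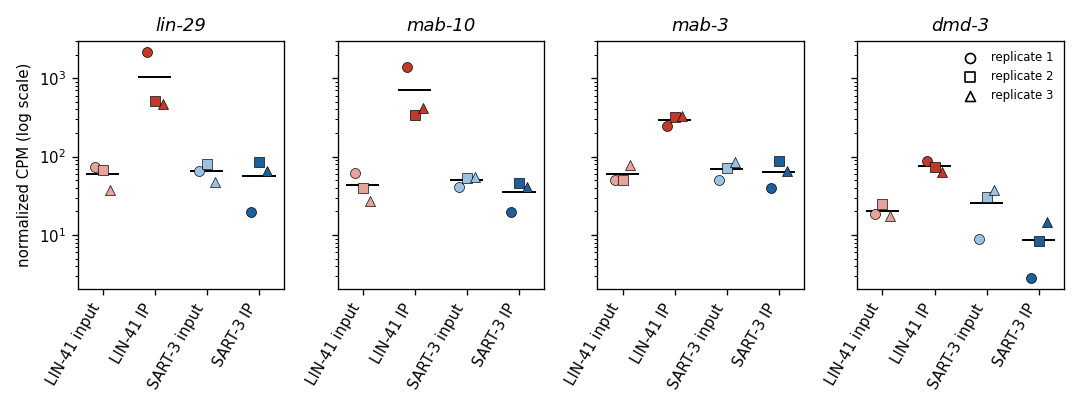
Normalized CPM (vertical axes, log scale) of lin-29, mab-10, mab-3 and dmd-3 in the input and IP of worms with tagged LIN41 (light and dark red) and tagged SART-3 (light and dark blue), with replicates 1, 2 and 3 as circles, squares and triangles and the group mean as a line. For each gene, the 3 LIN41 IP libraries lie above the 9 others.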

Gratifyingly, this list included all four previously identified mRNA targets of LIN41, namely *lin-29a*, *mab-10*, *mab-3*, and *dmd-3* (Aeschimann et al, 2017), and surprisingly few additional transcripts. Binding of LIN41 to its own mRNA may suggest an autoregulatory function, as previously proposed to occur on the post-translational level (Del Rio-Albrechtsen et al, 2006). Alternatively, it may stem from the immunoprecipitation of nascent FLAG::GFP::LIN41 protein, still bound to the translating ribosome and thus its own mRNA. 

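The mRNA of lin-41 (WBGene00003026, chromosome I from 9334800 to 9342496 of WBcel235, minus strand), which encodes the tagged RNA-binding protein, was enriched in the LIN41 IP over its input by a log2 of 3.67 (standard error 0.377, adjusted p = 7.27e-06 from edgeR's quasi-likelihood test, positive in 3 of 3 replicates). Its normalized CPM were 807 ± 1048 (SD, n = 3) in the LIN41 IP (2016, 181 and 222 in replicates 1, 2 and 3) and 54.7 ± 63 in the LIN41 input. In the control strain they were 14.4 ± 5.87 in the SART-3 IP and 23.3 ± 17.2 in the SART-3 input, a log2 value of −0.40 (standard error 0.624, adjusted p = 0.684, but −1.98 and adjusted p = 0.0472 with counts thinned to the same total). Counts of lin-41 in the SART-3 IP libraries were only 3, 12 and 6. The LIN41-specific enrichment of lin-41 was 6.05, 2.70 and 3.28 in replicates 1, 2 and 3. The mRNA of sart-3, which encodes the control protein, had 67.5 ± 12.3 CPM in the SART-3 IP and 98.3 ± 2.95 in its input, a log2 value of −0.52 (standard error 0.194, adjusted p = 0.0688, negative in 3 of 3 replicates). In the LIN41 IP, sart-3 had 34.0 ± 6.88 CPM, against 70.3 ± 9.90 in its input, a log2 value of −1.02 (standard error 0.254, adjusted p = 0.0123). The difference between both, −0.51 in the direction of LIN41 minus SART-3 (standard error 0.326, adjusted p = 1.00), did not pass the threshold. Control worms also carry their own sart-3 gene, and the counts do not separate its mRNA from that of the transgene. The worms with tagged LIN41 carry the mutant lin-41(n2914) gene beside the transgene, and any mRNA of it is likewise not separated.
Between the inputs, the log2 difference of lin-41, LIN41 minus SART-3, was 1.00 (standard error 0.430, adjusted p = 0.416), which passed the threshold only without a filter on low counts (adjusted p = 0.0241). The call of LIN41-specific enrichment of lin-41 was lost without the replicate term (adjusted p = 1.00), with DESeq2 (0.742), with scaling to total counts (0.0630), without replicate 3 (0.558), and without any 1 of SART-3 input 2 (adjusted p = 0.177), LIN41 input 3 (0.0551), SART-3 input 3 (0.0636), LIN41 IP 1 (0.507), SART-3 IP 1 (0.186), LIN41 IP 3 (0.0924) and SART-3 IP 3 (0.0855). The value of sart-3 in the LIN41 IP lost its call without LIN41 IP 1 (adjusted p = 0.0650), LIN41 IP 3 (0.0593) or replicate 3 (0.116), and with gene length offsets (−0.59, adjusted p = 0.101), which, like the thinned counts, were added after the data were seen. That in the SART-3 IP gained one without LIN41 input 1 (0.0199), with scaling to total counts (0.0177) and at an adjusted p under 0.1.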

For the remaining two putative targets, *F18C5.10* and *C31H5.5*, we find no evidence in the available data (Aeschimann et al, 2017) that LIN41 affects their translation rates or mRNA stability. Therefore, we hypothesized that LIN41 would execute its physiological functions through the repression of only four target mRNAs; that is, *lin-29*, *mab-10*, *mab-3*, and *dmd-3*.

**Figure 3.**
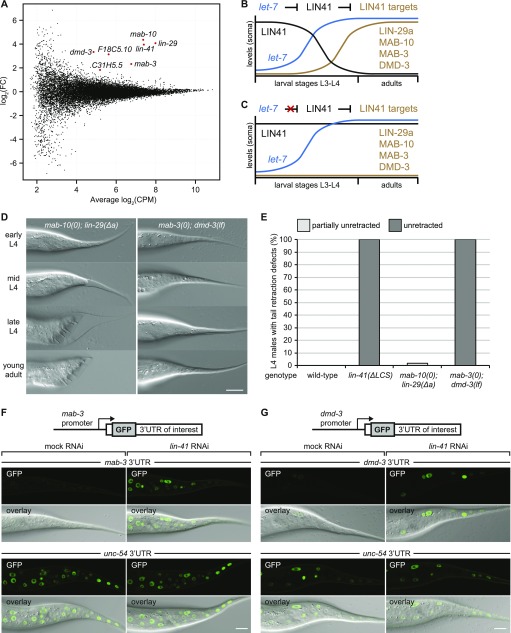
LIN41 controls male tail cell retraction through MAB-3 and DMD-3. **(A)** MA plot for anti-FLAG RIP-seq experiments with FLAG::GFP::LIN41 and FLAG::GFP::SART-3 as a control. Semi-synchronous L3/L4 stage worm populations enriched in males (*him-5(e1490)* genetic background) were compared in three independent biological replicates. The plot compares the fold change (FC) in IP-to-input enrichments for RNA-sequencing reads in the FLAG::GFP::LIN41 versus the FLAG::GFP::SART-3 IP (y-axis) with the mean mRNA abundance (x-axis, CPM, counts per million). Genes passing the cutoff of FDR < 0.05 are highlighted in red and labeled. **(B, C)** Schematic depiction of the expression patterns of the LIN41 protein, the *let-7* miRNA, and the LIN41 target proteins in the soma during development from larvae to adult worms, in the wild-type situation (B) and when *let-7* fails to repress *lin-41* (C). **(D)** Example micrographs of male tails at different developmental time points in the indicated genetic backgrounds. Scale bar: 20 μm. **(E)** Quantification of the male tail phenotypes at the late L4 larval stage of *mab-10(0) lin-29(Δa)* and *mab-3(0); dmd-3(lf)* animals. The data for wild-type and *lin-41(∆LCS)* males are re-plotted from Fig 1 for reference. Shown are the percentages of animals with over-retracted, partially retracted or unretracted tails. n ≥ 100, worms were grown at 25°C. **(F, G)** Confocal images of the male tail epidermis in young L3-stage male animals expressing nuclear-localized GFP(PEST)::H2B reporters, driven from the *mab-3* (F) and *dmd-3* (G) promoters and fused to their orthologous 3′ UTR sequences or the unregulated *unc-54* 3′ UTR as indicated. Animals were grown for 20 h at 25°C on *lin-41* or mock RNAi bacteria. Scale bars: 10 μm.

Previously, we showed that all four targets accumulate shortly before wild-type worms turn into adults, when *let-7* has silenced LIN41 sufficiently to prevent repression of LIN41 targets ([Aeschimann et al, 2017] and schematically depicted in Fig 3B). Conversely, in animals in which *let-7*–mediated silencing of LIN41 is lost, sustained LIN41 accumulation keeps the four LIN41 targets repressed (Fig 3C). Hence, if our hypothesis were true, reducing the activity of these four LIN41 targets should recapitulate the phenotypes of *let-7(PM)* and *lin-41(∆LCS)*–mutant animals.

We noticed that we could group the four LIN41 targets into two pairs of transcriptional regulators; that is, LIN-29 + MAB-10 and MAB-3 + DMD-3, respectively. This is because MAB-10, orthologous to mammalian NAB1/2, is a cofactor of LIN-29, which is an early growth response (EGR)-type transcription factor of the *Krüppel* family (Harris & Horvitz, 2011). MAB-3 and DMD-3, on the other hand, are both DM (Doublesex/MAB-3) domain–containing transcription factors, proposed to act at least partially redundantly on common targets due to similar binding motifs (Yi & Zarkower, 1999; Mason et al, 2008).

To explore the effects of losing the activity of LIN41 targets, we created deletion alleles of *mab-10* and *mab-3* by removing almost the entire coding region using clustered regularly interspaced short palindromic repeats (CRISPR)-Cas9 (Fig S1A). *lin-29* encodes two major protein isoforms, LIN-29a and LIN-29b, which are thought to function redundantly and both of which can bind MAB-10 (Bettinger et al, 1997; Harris & Horvitz, 2011; Rougvie & Ambros, 1995). Since we previously established that LIN41 targets only the *lin-29a* isoform but not *lin-29b* (Aeschimann et al, 2017), we created an allele that specifically disrupts *lin-29a* (Fig S1A). For *dmd-3*, we used the previously published *dmd-3(ok1327)* allele, which is considered a null allele for its function in male tail development (Mason et al, 2008), and to which we refer here as *dmd-3(lf)*.

### LIN41 regulates *mab-3* and *dmd-3* to time male tail retraction

First, we examined male tail retraction. Male mating deficiencies and abnormalities in the tail tips have been reported for each of the four LIN41 targets as single mutants (Hodgkin, 1983; Euling et al, 1999; Mason et al, 2008). However, whereas cell retraction appears to occur normally in *lin-29* and *mab-10* single mutant males (Hodgkin, 1983; Euling et al, 1999), *mab-3* and *dmd-3* single mutant males exhibit Lep phenotypes. These are weak and of low penetrance for *mab-3* but stronger and highly penetrant for *dmd-3* (Mason et al, 2008). Moreover, *mab-3; dmd-3* double mutant males have completely unretracted male tails (Mason et al, 2008). To compare phenotypes of *lin-41(∆LCS)* mutants with those of the LIN41 target pairs, we observed and quantified the male tail phenotypes of *mab-10(0) lin-29(Δa)* as well as of *mab-3(0); dmd-3(lf)* double mutant animals. *mab-10(0) lin-29(Δa)* double mutant males exhibited normal tail cell retraction, although they displayed shorter fan and ray structures than wild-type animals (Figs 3D and E, and S1B and Table S3). By contrast, *mab-3(0); dmd-3(lf)* males were completely deficient for cell retraction at any stage during development (Figs 3D and E, and S1B and Table S3). Hence, combined mutation of *mab-3* and *dmd-3* is phenotypically equivalent to the *lin-41(∆LCS)* and the *let-7(PM)* single mutations (Figs 1F, 2A and C and Table S3), suggesting that *let-7* promotes the morphogenesis of male tails predominantly by activating *mab-3* and *dmd-3*.

### LIN41 regulates *mab-3* and *dmd-3* directly and post-transcriptionally to control tail morphogenesis

Previously, it was proposed that *dmd-3* expression was indirectly regulated by LIN41, through an unknown mechanism involving the *dmd-3* promoter (Mason et al, 2008). However, by reporter gene assays in the hermaphrodite epidermis, we showed that both *mab-3* and *dmd-3* 3′ UTRs can confer LIN41-dependent regulation (Aeschimann et al, 2017). To test whether physiologic regulation of *mab-3* and *dmd-3* by LIN41 in the male tail epidermis was promoter-dependent or 3′ UTR-dependent, we created reporter lines to express *gfp(pest)::h2b* from putative *mab-3* and *dmd-3* promoters, that is, the 4-kb region upstream of their start codons. For each promoter, we created two reporters, one with a promoter-orthologous 3′ UTR that harbors LIN41 target sites and one with the heterologous *unc-54* 3′ UTR that is not regulated by LIN41 (Aeschimann et al, 2017).

All four reporters were expressed in the tail epidermis and other tissues of males at the L4 stage. However, differences occurred in early L3-stage males, when LIN41 is present: GFP accumulation in most tissues, and in particular in the epidermis, was almost undetectable for both reporters carrying the promoter-orthologous 3′ UTRs (Fig 3F and G). By contrast, both reporters containing the heterologous *unc-54* 3′ UTR yielded strong GFP accumulation in various cells, including the epidermal cells of the tail region (Fig 3F and G and data not shown). Moreover, for both reporters with the promoter-orthologous 3′ UTRs, depletion of LIN41 by RNAi resulted in strong GFP signals in many tissues, including the epidermal cells of the tail region (Fig 3F and G). We conclude that temporal control of MAB-3 and DMD-3 accumulation is predominantly conferred by post-transcriptional regulation, through LIN41-binding to their 3′ UTRs and, hence, that LIN41 regulates the timing of cell retraction in the male tail through *mab-3* and *dmd-3* mRNAs as direct targets.

### Seam cell exit from the cell cycle is controlled by LIN41-mediated regulation of *lin-29a* and *mab-10*

Next, we asked how the repression of *lin-41* triggers the cell cycle exit of seam cells upon transition to adulthood. Because *lin-29* and *mab-10* have both been implicated in seam cell development (Ambros & Horvitz, 1984; Harris & Horvitz, 2011), we wondered if we could phenocopy *let-7(PM)* or *lin-41(∆LCS)* mutants by mutating *lin-29a* and/or *mab-10*. Seam cell numbers in young adults of either *lin-29(Δa)* or *mab-10(0)* single mutants were unchanged from the wild-type situation (Fig 4A and Table S2), although older *mab-10(0)* adults displayed a few additional seam cells (data not shown and Harris & Horvitz, 2011). By contrast, young adult *mab-10(0) lin-29(Δa)* double mutant animals displayed additional seam cell divisions to a comparable extent as *let-7(PM)–* or *lin-41(∆LCS)*–mutant animals (Figs 1D and 4 and Table S2). Depletion of both MAB-3 and DMD-3 did not affect seam cell numbers (Fig 4A and Table S2). We conclude that *lin-29a* and *mab-10* are a major, likely sole, output of the *let-7–*LIN41 regulatory module for control of seam cell self-renewal.

**Figure 4.**
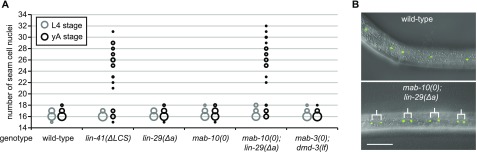
LIN41 controls self-renewal of seam cells through LIN-29a and its co-factor MAB-10. **(A)** Quantification of seam cell nuclei of L4 stage and young adult (yA) animals of the indicated genetic backgrounds, as in Fig 1E. n = 20 for L4, n > 50 for yA, worms grown at 25°C. Results for wild-type and *lin-41(∆LCS)* animals are re-plotted from Fig 1 for reference. **(B)** Example micrographs of a young adult wild-type worm and a worm lacking LIN-29a and MAB-10 expressing transgenic *scm::gfp*. Branched lines indicate seam cell nuclei originating from extra cell divisions. Scale bar: 50 μm.

We propose that the synergistic seam cell phenotype of *mab-10(0)* and *lin-29(∆a)* mutations is most parsimoniously explained by MAB-10 functioning with both LIN-29a and LIN-29b to control seam cell self-renewal. Indeed, *lin-29(xe37)*–mutant animals, which lack both LIN-29a and LIN-29b (Fig S1) and which we therefore designated *lin-29(0)*, display highly penetrant extra seam cell divisions at the young adult stage (Table S2), consistent with an earlier report for putative *lin-29(0)*–mutant animals (Ambros & Horvitz, 1984). Hence, it appears that LIN41 controls seam cell fates by regulating LIN-29a activity directly, by decreasing its protein levels, and by modulating LIN-29b activity indirectly, and presumably less extensively, by decreasing the levels of its cofactor MAB-10.

### Inactivation of the four LIN41 targets recapitulates *let-7*–mutant vulval bursting only partially

Our findings thus far show that continued silencing of two distinct target pairs of LIN41 explains *let-7*–mutant phenotypes in male tail morphogenesis and seam cell self-renewal. Therefore, we were surprised to find that inactivation of LIN41 targets did not easily explain the most obvious *let-7*–mutant phenotype, highly penetrant vulval bursting and death (Fig 5A and Table S1): Even among *mab-3(0); mab-10(0) lin-29(∆a); dmd-3(lf)* quadruple mutant animals, only ∼15% burst, a bursting frequency greatly below the ∼90% penetrance seen with *let-7(PM)* and *lin-41(∆LCS)* single mutations. Examination of LIN41 target single mutations as well as of the relevant mutation pairs, that is, *mab-3(0); dmd-3(lf)* and *mab-10 lin-29(∆a)*, showed that the bursting frequency of 15% was caused by the combined lack of LIN-29a and MAB-10.

**Figure 5.**
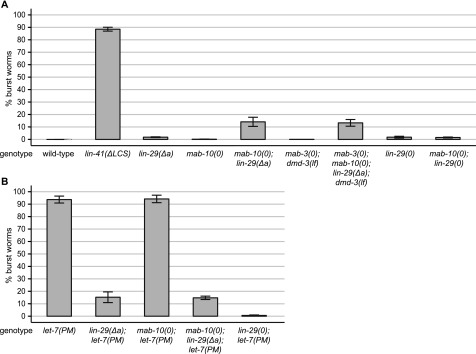
LIN-29a and MAB-10 are involved in the vulva bursting phenotype. **(A, B)** Quantification of burst worms of the indicated genotypes, grown in a synchronized population at 25°C for 45 h. Data as mean ± SEM of N = 3 independent biological replicates with n ≥ 400 worms counted for each genotype and replicate. In panel (A), results for wild-type and *lin-41(∆LCS)* animals are re-plotted from Fig 1 for reference.

These results might suggest that *let-7*–LIN41 promote vulval integrity through additional, currently unknown LIN41 targets or functions. However, we favored a different explanation, namely, that highly penetrant vulval bursting required residual or tissue-specific activity of LIN-29 and/or its cofactor MAB-10, whereas a complete loss of their activity caused by gene deletions leads to a much lower penetrance. This is because *mab-10(0) lin-29(∆a); let-7(PM)* triple mutant animals phenocopied the *mab-10(0) lin-29(∆a)* double mutant rather than the *let-7(PM)* single mutant phenotype (Fig 5B and Table S1). In other words, mutations in *mab-10* and *lin-29a* suppress the *let-7(PM)*–mutant phenotype. Moreover, loss of both *lin-29a* and *lin-29b* in *lin-29(0)*–mutant animals caused bursting in only < 2% of animals, and it was not further enhanced by additional loss of *mab-10* (Fig 5A and Table S1). In fact, loss of both LIN-29 isoforms reduced bursting due to the *let-7(PM)* mutation to < 2% in *lin-29(0); let-7(PM)* double mutant animals (Fig 5B and Table S1). These findings suggest that loss of all or most LIN-29 activity is incompatible with penetrant vulval rupturing.

### Expression of *lin-29a* in the AC is not regulated by *let-7* and affects the integrity of the vulva-uterine tract

Further investigation revealed that the *lin-29(Δa)* mutation alone reduced the bursting frequency of *let-7(PM)* animals to about 15%, whereas the *mab-10(0)* mutation did not reduce the bursting frequency (Fig 5B and Table S1). Hence, it appeared that a residual or tissue-specific LIN-29a activity is necessary to permit vulval bursting with high penetrance. To determine when and where *lin-29a* is differentially expressed in wild-type versus *let-7(PM)* worms, we specifically tagged the endogenous LIN-29a isoform by placing a GFP::3xFLAG tag at the N terminus (Fig S1A). As expected, we observed *lin-29a* expression in the epidermis of wild-type but not *let-7(PM)*–mutant late L4-stage animals (Fig 6A). However, not all *lin-29a* expression was lost in the *let-7(PM)* mutant. Specifically, we observed GFP::LIN-29a accumulation in the distal tip cell, the anchor cell (AC), and most vulval cells. The strongest GFP signal was that in the AC (Fig 6B), observed from about the L2-to-L3 molt onwards.

**Figure 6.**
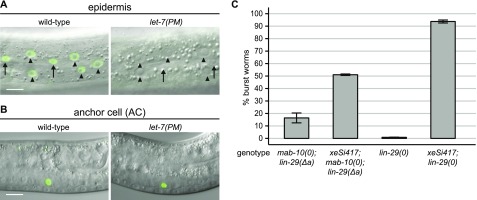
LIN-29a accumulation in the AC is independent of *let-7* and increases the penetrance of vulval bursting. **(A, B)** Example micrographs of worms expressing GFP-tagged LIN-29a, showing the epidermis of late L4-stage animals (A) and the anchor cell of L3-stage animals (B). Scale bar: 10 μm. Arrows point to seam cell nuclei, arrowheads to hyp7 nuclei. **(C)** Quantification of burst worms of the indicated genotypes, grown in a synchronized population at 25°C for 45 h. The *xeSi417* transgene drives LIN-29a accumulation specifically in the anchor cell. Data as mean ± SEM of N = 3 independent biological replicates with n ≥ 400 worms counted for each genotype and replicate.

The AC establishes the uterine-vulval connection through which *let-7*–mutant animals burst. Moreover, and as discussed in more detail in the following section, *lin-29* mutations cause defects in vulval-uterine cell fates that are AC-dependent (Newman et al, 2000) and that are not shared by *let-7*–mutant animals (Ecsedi et al, 2015). Therefore, we wondered if LIN-29a accumulation in the AC of *let-7(PM)* but not *mab-10(0) lin-29(∆a)* double mutant and *lin-29(0)* single mutant animals could explain why the former, but not the two latter, exhibited a highly penetrant bursting phenotype. To investigate this, we produced LIN-29a specifically in the AC of *mab-10(0) lin-29(∆a)–* and *lin-29(0)*–mutant animals. We used a single-copy integrated *xeSi417* transgene that combines the *∆pes-10* basal promoter (Harfe & Fire, 1998) with an AC-specific enhancer of *lin-3* (ACEL, [Hwang & Sternberg, 2004]) to express an operon containing *lin-29a* followed by nuclear-localized *gfp* to assess the expression pattern. We observed consistent and specific AC expression (Fig S2), although the GFP levels failed to reach those of the endogenously tagged GFP::LIN-29a protein.

**Figure S2.**
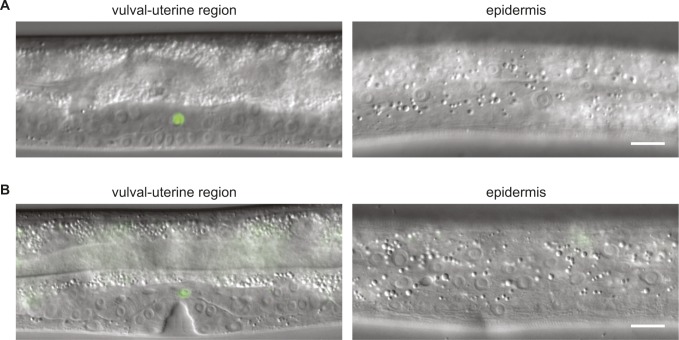
The spatial activity of the *∆pes-10::ACEL* promoter. **(A, B)** Example micrographs to illustrate expression of the *xeSi417* transgene in the vulval-uterine region and epidermis in the L3 (A) and L4 (B) larval stages. Transgene expression is monitored by nuclear-localized GFP, which is produced from an operon containing *lin-29a* followed by *gfp::h2b*. Operon expression is driven from the *∆pes-10* minimal promoter fused to the *ACEL* enhancer. Scale bars: 10 μm.

Wild-type animals expressing the transgene did not reveal any overt defects. However, consistent with our hypothesis, expression of this transgene increased the frequency of bursting to about 50% in *mab-10(0) lin-29(Δa)* double mutant animals, and to >90% in *lin-29(0)*–mutant animals (Fig 6C). We conclude that animals producing LIN-29a in the AC but otherwise lacking LIN-29a and its cofactor MAB-10, or LIN-29 activity altogether, are prone to vulval rupturing. Hence, this finding suggests that *let-7(PM)*–mutant animals die because of a lack of LIN-29 activity in some tissues while retaining LIN-29a activity in the AC.

### *lin-29a* expression in the AC promotes uterine seam cell formation

Given the above results, we sought to examine the role of LIN-29a in the AC. During wild-type development, the AC induces and coordinates cell fates of both the vulva and the uterus. In uterine development, the AC specifies its lateral neighbors as π cells, and some of the π daughter cells fuse with each other and eventually with the AC to form the uterine seam cell (utse). The utse is important for the structure of the egg-laying apparatus, as it anchors the adult uterus to the epidermal seam. It also forms a thin cytoplasmic extension that separates the lumens of vulva and uterus until it is broken when the first embryo is laid. In *lin-29(0)* mutants, π cell fates are not specified and the utse does not form (Newman et al, 2000). Instead, the AC remains unfused, and the vulva and uterus are separated by thick tissue rather than the thin utse (Newman et al, 2000) (Fig 7A). This phenotype is not shared by *let-7*–mutant animals (Ecsedi et al, 2015). Instead, when *let-7*–mutant animals die by bursting through the vulva, the intestine is pushed out of the animal, which breaks the thin utse. Hence, we hypothesized that it was the presence of the thick tissue separating the vulva and the uterus that prevented vulval rupturing in *lin-29(0)* single mutant and in *mab-10(0) lin-29(Δa)* double mutant animals. We further hypothesized that re-expression of *lin-29a* in the AC would restore utse formation, and thereby render animals that lack LIN-29 activity in other tissues prone to bursting.

**Figure 7.**
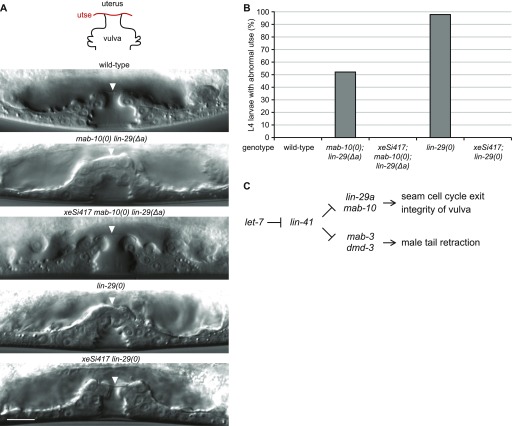
LIN-29a accumulation in the AC is required for utse formation. **(A)** Representative micrographs of the late L4-stage vulva in wild-type animals and *mab-10(0) lin-29(Δa)–* or *lin-29(0)*–mutant animals with and without AC production of LIN-29a from the *xeSi417* transgene. Arrowheads point to the thin or thick tissue separating the vulva from the uterus. Scale bar: 10 μm. **(B)** Quantification of uterine-vulva connection phenotypes of late L4 larvae of the indicated genotypes. n ≥ 40, worms grown at 25°C. **(C)** Model for the output of the *let-7*–LIN41 pathway regulating two pairs of LIN41 targets involved in transcription. LIN-29a and MAB-10 stop seam cell divisions and prevent vulval rupturing. MAB-3 and DMD-3 drive cell retraction events to shape the male tail.

In support of these hypotheses, we found a thick tissue separating the vulval and uterine lumens in >95% of *lin-29(0)* single mutant hermaphrodites and in >50% of *mab-10(0) lin-29(Δa)* double mutant hermaphrodites. Consistent with an impairment of vulval function, these animals displayed highly penetrant egg-laying deficient (Egl) and protruding vulvae (Pvl) phenotypes (Fig S3). Production of LIN-29a in the AC, using the *xeSi417* transgene, restored utse formation in all animals of either mutant strain as scored by re-appearance of the thin cytoplasmic extension (Fig 7A and B and Table S4).

Table S4 Presence of the thin utse structure or thick cell layers between vulva and uterus. Numbers are given in percentage of animals, n = number of scored animals.

**Figure S3.**
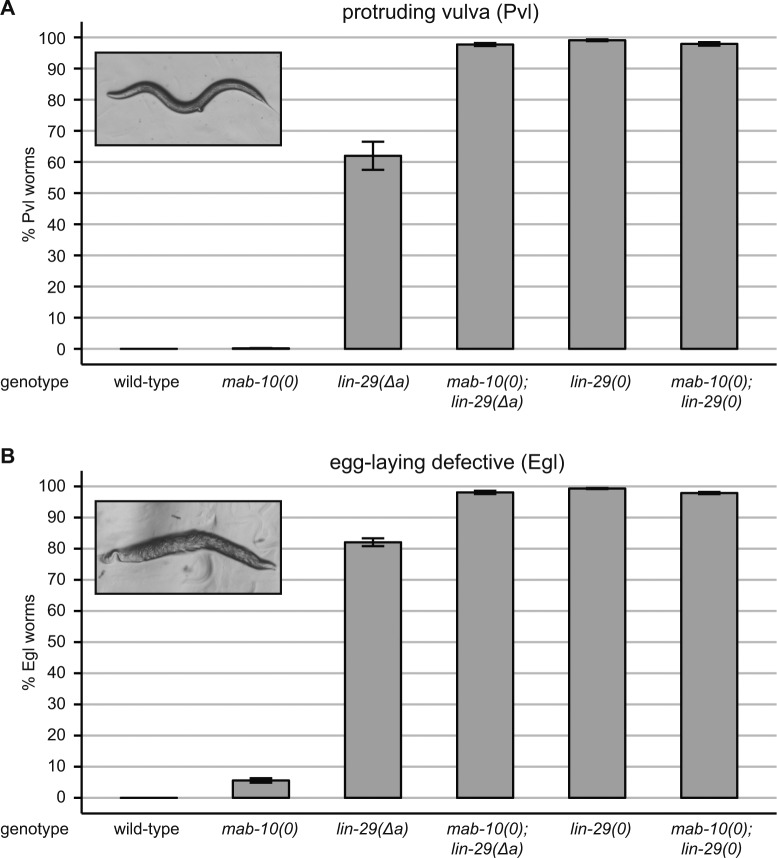
The vulval phenotypes observed with different mutant alleles of *lin-29* and *mab-10*. **(A, B)** Quantification of Pvl (A) or Egl (B) phenotypes of animals of the indicated genotypes grown in a synchronized population at 25°C for 45 (A) or 60 (B) hours. Data as mean ± SEM of N = 3 independent biological replicates with n ≥ 400 worms counted for each genotype and replicate.

We conclude that expression of *lin-29a* in the AC contributes to wild-type utse formation, and that in the presence of a wild-type utse, lack of LIN-29 activity in tissues other than the AC causes animal bursting. In other words, *mab-10(0) lin-29(Δa)* double mutant and *lin-29(0)* single mutant animals, like *let-7*–mutant animals, are prone to rupturing, but observation of this phenotype is obscured when lack of *lin-29a* expression in the AC prevents normal utse formation. Hence, the *let-7* bursting phenotype can be explained by sustained LIN41-mediated repression of *mab-10* and *lin-29a* in tissues other than the AC.

## Discussion

The *C. elegans* heterochronic pathway is arguably one of the best-characterized developmental timing pathways, and recent evidence has suggested that its function in controlling the onset of J/A transition might be evolutionarily conserved (Corre et al, 2016; Faunes & Larrain, 2016; Pereira et al, 2019). However, despite extensive knowledge of the genetic players and their relative positions in the heterochronic pathway, a detailed mechanistic concept is still lacking and requires better characterization of direct molecular connections among individual heterochronic genes. To begin filling this gap, we have focused here on elucidating the molecular mechanisms that time transition into adulthood by identifying and functionally characterizing the players immediately downstream of *let-7*.

Extending our previous finding that *let-7* prevents vulval rupturing through regulation of only a single target (Ecsedi et al, 2015), LIN41, we find that the function of *let-7* in additional tissues and processes also relies on regulation of only LIN41. This finding is consistent with a previous gene expression analysis, which revealed that global, animal-wide changes in gene expression through *let-7* inactivation are recapitulated well by impairing selectively its silencing of only *lin-41* (Aeschimann et al, 2017). Yet, it contrasts with previous reports that identified numerous putative *let-7* targets (Abrahante et al, 2003; Lin et al, 2003; Großhans et al, 2005; Andachi, 2008; Jovanovic et al, 2010; Hunter et al, 2013). However, those reports relied on circumstantial evidence to establish miRNA targets, typically suppression of certain *let-7*–mutant phenotypes through mutation or depletion of suspected target genes. The advent of genome editing has now enabled a direct analysis of the physiological relevance of an individual target, by specifically uncoupling it from *let-7*, or recoupling it to a mutant variant of *let-7*. The finding that the three *let-7*–regulated processes that we investigated—vulval rupturing, male tail morphogenesis, and seam cell fate control—are all dependent on LIN41 as the key *let-7* target, now establishes *let-7*–LIN41 as a versatile regulatory module. Indeed, *let-7* was recently found to control the timing of sexually dimorphic neuron differentiation in male *C. elegans*, and this function as well appears to rely solely on its ability to regulate LIN41 (Pereira et al, 2019).

Although miRNAs are often thought to act through a network activity where they silence many targets modestly but coordinately (Bracken et al, 2016), other instances have been reported, both in *C. elegans* and mice, where only one or two targets appear to explain physiological functions of miRNAs (Lee et al, 1993; Wightman et al, 1993; Moss et al, 1997; Johnston & Hobert, 2003; Dorsett et al, 2008; Teng et al, 2008; Lu et al, 2015; Drexel et al, 2016). Hence, it remains to be determined whether the network activity model accurately describes the predominant mode of miRNA function in animals.

Downstream of LIN41 in the heterochronic pathway, our results define the immediate next layer of regulatory function by identifying the relevant direct targets of LIN41 and their specific developmental roles. The results presented here and elsewhere (Pereira et al, 2019) demonstrate that *lin-29a*, *mab-10*, *mab-3*, and *dmd-3*, previously shown to be directly, post-transcriptionally silenced by LIN41 (Aeschimann et al, 2017), act as the main regulatory output of the *let-7*–LIN41 pathway in the J/A transition. Thus, despite other proposed molecular activities as an E3 ubiquitin ligase and a structural protein, the function of LIN41 as an RNA-binding protein accounts for its known heterochronic functions. 

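In the RIP-seq libraries of larvae, mRNAs known from ribonucleoprotein particles of LIN41 and the OMA proteins in oocytes showed no enrichment with LIN41 that passed the threshold. Of 18 such mRNAs, 14 had enough counts to be tested, and their median LIN41-specific enrichment was −0.04 (SD 0.515 over the genes). Values were −1.01 (standard error 0.668) for oma-1 and −0.95 (standard error 0.848) for oma-2, which encode zinc finger proteins of oocyte maturation. Chosen after their values were seen were spn-4, an RNA-binding protein gene of the early embryo (−0.47, standard error 0.390), and puf-11, of the Pumilio family (0.35, standard error 0.463). None of the 14 was higher or lower in edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, by its likelihood ratio test or with DESeq2 or limma-voom, and the lowest unadjusted p, that of oma-1, was 0.148. The list as a whole did not differ from the other genes (camera, adjusted p = 0.929). Of other germline lists, 0 of 18 tested oocyte and maternal genes (median −0.17, camera adjusted p = 0.264), 0 of 24 germline genes (median −0.02, adjusted p = 0.478) and 0 of 17 sperm genes (median −0.16, adjusted p = 0.478) passed in either direction. These sperm genes differed between the inputs of the strains, with a median of 0.93 in the direction of LIN41 minus SART-3.
For comparison, the list of 7 mRNAs had a median of 3.34 (camera, adjusted p = 5.05e-87, and adjusted p = 6.44e-04 with an estimated correlation), which is not independent evidence because the paper chose this list on these samples, and 3 of its members, lin-29, mab-10 and lin-41, were the only genes of 22 of the heterochronic pathway to pass. Levels of the oocyte mRNAs were low, with 0 counts of oma-1 and of oma-2 in 1 LIN41 IP library each. The libraries are of whole worms, so the germline and the soma were not separated. They are also of L3/L4 larvae, whereas the reports that the paper cites concern the adult hermaphrodite germline. These values therefore cannot show how selective LIN41 is.

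**Figure D4:**
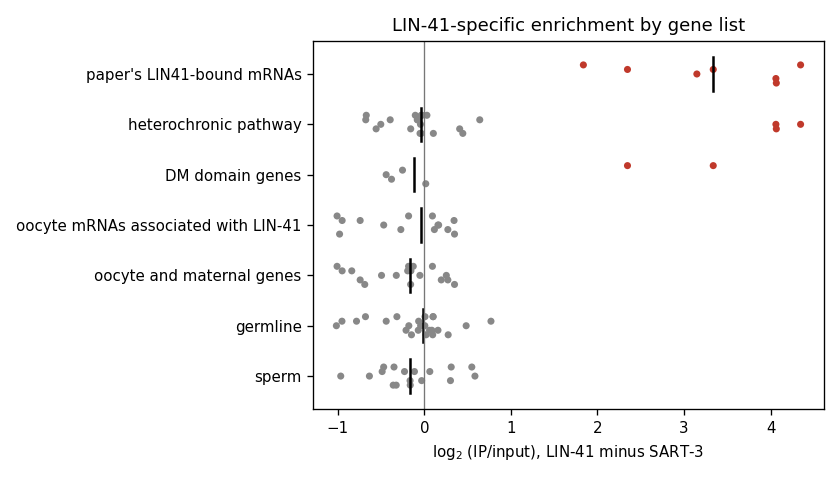
LIN41-specific enrichment (horizontal axis, log2) of each tested member of 7 gene lists (points, with the members of the paper's list in red) and the median of each list (vertical lines). The oocyte, germline and sperm lists center near 0, with medians from −0.17 to −0.02, and the paper's list at 3.34.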

The number of relevant LIN41 mRNA targets is unexpectedly small, particularly given previous reports that showed rather promiscuous RNA-binding activity of LIN41 in the adult hermaphrodite germline (Tsukamoto et al, 2017; Kumari et al, 2018). Whether more selective mRNA binding by LIN41 in the larval soma is a consequence of the differences in LIN41 protein concentration in larval soma versus adult germline, or of a function in different protein complexes in each situation remains an open question.

Whereas *let-7*–LIN41 act sequentially, in a linear fashion, to control transition to adulthood, the heterochronic pathway branches at the point of LIN41 output (Fig 7C). This architecture facilitates a coordinated and timely activation of different developmental events as LIN41 becomes silenced through increasing *let-7* levels in late stage larvae. The LIN41 targets appear to be grouped into two functionally separated parallel pathways, each with a distinct pair of transcriptional regulators: DMD-3 + MAB-3 mediate male tail retraction, and LIN-29a + MAB-10 promote both vulval integrity and cessation of seam cell self-renewal.

Within each pair, the individual factors have partially redundant functions, as individual mutations cause either no, or only partially penetrant phenotypes. By co-regulating partially redundant genes within each pathway, LIN41 itself assumes a more unique function and, as a consequence, elevated LIN41 levels as in *lin-41(∆LCS)* mutants lead to fully penetrant phenotypes. Thus, to control events for the transition to adulthood, a cascade of post-transcriptional regulators eventually times the expression of two pairs of transcriptional regulators.

The essential and overlapping function of *dmd-3* and *mab-3* in male tail cell retraction had been reported previously (Mason et al, 2008). However, it was unclear to what extent this would explain *let-7* function because previously reported *let-7*–mutant phenotypes were weaker than those of *mab-3; dmd-3* double mutant animals (Del Rio-Albrechtsen et al, 2006; Mason et al, 2008). Moreover, LIN41 had been shown to regulate *dmd-3* expression, but regulation was thought to occur transcriptionally and indirectly, through the function of an unknown direct target of LIN41 (Mason et al, 2008). We can now reconcile these results by showing that complete inactivation of *let-7*–mediated silencing of LIN41 recapitulates the severe *mab-3; dmd-3* double mutant phenotypes and that LIN41 regulates both *dmd-3* and *mab-3* directly and post-transcriptionally.

Among the three mutant phenotypes that we have investigated, vulval rupturing was the most enigmatic. Although the phenotype was first described nearly two decades ago (Reinhart et al, 2000), its cause has remained unclear. As we now show, combined dysregulation of *lin-29a* and *mab-10* is an important factor. Specifically, sustained *lin-29a* expression in the AC appears to combine with the absence of *lin-29a* and *mab-10* in other, yet to be determined cells of the vulval-uterine system and/or the epidermis to cause penetrant vulval bursting. The accumulation of the LIN-29a protein in the AC is sufficient to promote utse formation, at least at the morphological level, which may be needed for vulval bursting to occur. As 50% of *mab-10(0) lin-29(∆a)* animals that produced LIN-29a in the AC burst, but 100% exhibited overtly normal utse morphology, a thin utse alone appears insufficient to permit bursting, and it remains an open question what prevents a fully penetrant phenotype in these animals. However, the thick cell layer that separates uterus and vulva in *lin-29(0)–* or *mab-10(0) lin-29(∆a)*–mutant animals may be sufficient to prevent bursting, as it is presumably more resistant than a wild-type utse to the internal pressure in the worm. Taken together, our findings reveal an important role of MAB-10 and LIN-29a as effectors of *let-7*–LIN41 in its function to ensure vulval integrity, and they explain why *lin-29* and *let-7* mutations were previously found to yield incompatible phenotypes (Ecsedi et al, 2015).

What are then the events that fail and thereby cause vulval bursting when *lin-29a* and *mab-10* are not properly up-regulated in *let-7*–mutant animals? No obvious defects in vulval or uterine development of *let-7(PM)* animals could be detected (Ecsedi et al, 2015). This could suggest that a *let-7* function in a tissue other than the vulva or uterus is crucial for vulval integrity. However, previous work also revealed that in *let-7(PM)* animals, re-expression of *let-7* in the epidermis, uterus, and vulva sufficed to prevent vulval bursting, whereas re-expression in the epidermal hyp7 syncytium only was sufficient to restore some degree of epidermal differentiation but was insufficient to prevent vulval bursting (Ecsedi et al, 2015). Hence, although a lack of suitably specific expression tools prevented a more refined dissection of the spatial requirements of *let-7* expression, it is likely that expression of *let-7* in the vulva, uterus, and/or epidermal seam is required for vulval integrity. Therefore, it seems possible that attachments of uterine and/or vulval cells to each other and/or to the lateral seam are defective in *let-7*–mutant animals. We expect that a detailed analysis of the expression patterns of *lin-29a* and *mab-10*, and the specific tissues and cell-types that require *let-7* expression for vulval integrity may help define where *let-7*–LIN41 regulate *lin-29a* and *mab-10* expression to prevent vulval rupturing. Future studies aimed at uncovering the transcriptionally regulated target genes of LIN-29a+MAB-10 may additionally provide insight into the underlying defects, and this and the study of MAB-3+DMD-3 targets will illuminate how *let-7–*LIN41 direct cell fate and morphological changes at the transition to adulthood.

Our study focused on the functions of the *let-7*–LIN41 pathway in controlling self-renewal and transition to adulthood in *C. elegans*, yet these functions may be phylogenetically conserved. Specifically, the mammalian homologs of *let-7*, LIN41, and the *let-7* regulator LIN28 are known to be involved in the control of self-renewal versus differentiation programs in different cell types such as embryonic stem cells or neural progenitor cells (Faunes & Larrain, 2016). EGR and NAB proteins, homologous to the LIN41 targets MAB-10 and LIN-29a that we have shown here to be essential for these programs in *C. elegans* seam cells, have not been mechanistically linked to this pathway. However, they are crucial regulators of proliferation and/or terminal differentiation programs in different mammalian cell types, including embryonic stem cells, different types of blood cells, or Schwann cells (Nguyen et al, 1993; Topilko et al, 1994; Le et al, 2005; Laslo et al, 2006; Min et al, 2008; Du et al, 2014; Worringer et al, 2014). Moreover, EGR1 overexpression antagonizes somatic cell reprogramming promoted through LIN41 (Worringer et al, 2014), although we note that EGR1 does not appear to be the closest homologue of LIN-29a (Pereira et al, 2019).

Yet more intriguingly, timing defects in human puberty have been linked to genetic variations in LIN28 (Faunes & Larrain, 2016), and in mice, both *Lin28(gf)* and *let-7(lf)* mutations were reported to delay the onset of puberty (Zhu et al, 2010; Corre et al, 2016). Whether mammalian LIN41 is involved in regulating the timing of puberty remains to be tested, and gene expression changes that control puberty remain poorly understood. However, we note that homologs of the transcriptional regulators downstream of LIN41 have known roles in the development of sex-specific structures in other animals including mammals. For example, mice homozygous for a null mutant of EGR1 are sterile, with females having an abnormal development of the ovary (Topilko et al, 1998). Moreover, DM domain–containing transcription factors control sexual differentiation across evolution and have crucial roles in the development of mammalian testis and germline (Kopp, 2012; Zhang & Zarkower, 2017). Given these tantalizing hints and apparent similarities, we suggest that it will be relevant to study whether LIN28 and *let-7* control the timing of mammalian sexual organ development, and possibly other puberty-related events, through LIN41 and EGR/NAB or DM domain–containing transcription factors.

## Materials and Methods

### *C*. *elegans*

Worm strains used in this study are listed in Table S5. Bristol N2 was used as the wild-type strain. Animals were synchronized as described (Aeschimann et al, 2017) and grown on 2% NGM agar plates with *Escherichia coli* OP50 bacteria (Stiernagle, 2006) unless specified otherwise. For RIP-Seq experiments, worms were grown on enriched peptone plates with *E. coli* NA22 bacteria (Evans, 2006). For RNAi experiments, arrested L1s were plated on RNAi-inducing NGM agar plates with *E. coli* HT115 bacteria containing plasmids targeting the gene of interest (Ahringer, 2006).

Table S5 Worm strains used in this study.

### Generation of novel *lin-29*, *lin-29a*, *mab-10*, and *mab-3* null mutant alleles using CRISPR-Cas9

Wild-type worms were injected with a mix containing 50 ng/μl of pIK155, 100 ng/μl of pIK198 with a cloned template for sgRNA1, 100 ng/μl of pIK198 with a cloned template for sgRNA2, 5 ng/μl pCFJ90, and 5 ng/μl pCFJ104, as previously described (Katic et al, 2015). Single F1 progeny of injected wild-type worms were picked to individual plates and the F2 progeny screened for deletions using PCR assays. After analysis by DNA sequencing, the alleles were outcrossed three times to the wild-type strain.

To obtain mutant alleles for *lin-29*, *mab-10*, and *mab-3* that are undoubtedly null for the encoded protein, two single guide RNAs (sgRNAs) per gene were injected to generate large deletions spanning almost the entire coding region. The following pairs were used: (i) *lin-29* sgRNA1: gctggaaccaccactggctc, *lin-29* sgRNA2: atattatttatcagtgattg; (ii) *mab-10* sgRNA1: gatgatgatgatgaagaggt, *mab-10* sgRNA2: gctcccggaatcttgaagct; and (iii) *mab-3* sgRNA1: aggagctctaatgctcaccg, *mab-3* sgRNA2: agctcagctcaatttgggcg.

For *lin-29*, we generated a large deletion spanning exons 2–11 and thus most of the coding region of both *lin-29a* and *lin-29b*. Specifically, the resulting *lin-29(xe37)* = *lin-29(0)* allele is a 14,801-bp deletion with a 2-bp insertion with the following flanking sequences: 5′ ggactctggaatagctggaa—*xe37* deletion—*xe37* insertion (aa)—aatatgaaaaatcattccta 3′. Translation of *xe37* yields only a short stretch of 28 amino acids (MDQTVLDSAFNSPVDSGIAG-KNMKNHSY*), containing the N-terminal 20 and the C-terminal 7 amino acids of LIN-29a. The small insertion leads to translation of an additional lysine (K).

For *mab-10*, the resulting *mab-10(xe44)* = *mab-10(0)* allele spans exons 3–9 and is a 2,901-bp deletion with a 4-bp insertion with the following flanking sequences: 5′ ttatcatctcttacaactca—*xe44* deletion—*xe44* insertion (ctct)—tattttttgttttcctcgtga 3′. Translation of *xe44* yields a 58-amino acid stretch (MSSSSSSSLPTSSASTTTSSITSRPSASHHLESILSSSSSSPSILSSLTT-HSYFLFSS*) containing the N-terminal 50 amino acids of MAB-10, followed by eight additional amino acids, translated from the small insertion and the *mab-10* 3′ UTR, and a stop codon (underlined in the flanking sequence above).

For *mab-3*, the resulting *mab-3(xe49)* = *mab-3(0)* allele is a 4,291-bp deletion starting in exon 2, just downstream of the ATG start codon of the longer isoform, and ending downstream of the stop codon. The flanking sequences are: 5′ tttgcagaggagctctaatg—*xe49* deletion—ctccgcccacactttcccag 3′. Translation of *xe49* is presumably initiated at the normal ATG start codon, but then translates a sequence that is normally noncoding, yielding a stretch of 31 amino acids (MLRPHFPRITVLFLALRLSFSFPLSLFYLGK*) unrelated to the MAB-3 protein.

To specifically mutate *lin-29a* without affecting expression of *lin-29b*, we deleted part of the coding exons specific to *lin-29a*, at the same time introducing a frameshift in the downstream *lin-29a* reading frame. By injecting two sgRNAs (sgRNA1: gctggaaccaccactggctc, sgRNA2: gtggcaggagagaattctga), we obtained the *lin-29a(xe40)* = *lin-29(∆a)* allele, a 1,102-bp deletion covering exons 2–4, introducing a frameshift in the *lin-29a* reading frame with a predicted stop codon in exon 6. The deletion has the following flanking sequences: 5′ ctctggaatagctggaaccac—*xe40* deletion—attctctcctgccacatcat 3′. Translation of *xe40* yields a protein with the N-terminal 22 amino acids of LIN-29A (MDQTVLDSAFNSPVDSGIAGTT), followed by a stretch of 69 out-of-frame amino acids and a stop codon.

### Isoform-specific GFP::3xFLAG tagging of endogenous *lin-29a* using CRISPR-Cas9

To specifically tag LIN-29a at the N terminus, the following mix was injected into wild-type worms (Dickinson et al, 2015; Katic et al, 2015): 50 ng/μl pIK155, 100 ng/μl of pIK198 with a cloned sgRNA template (atattatttatcagtgattg), 2.5 ng/μl pCFJ90, 5 ng/μl pCFJ104, and 10 ng/μl pDD282 with cloned homology arms. Recombinants were isolated according to the protocol by Dickinson et al (2015), verified by DNA sequencing and outcrossed three times. The plasmid for homologous recombination, pFA27, was prepared by restriction digest of pDD282 with ClaI and SpeI, followed by a Gibson assembly reaction (Gibson et al, 2009) with two gBlocks Gene Fragments (Integrated DNA Technologies) (Table S6).

Table S6 Plasmids used in this study.

### Generation of a balancer allele for *lin-41(xe8)* using CRISPR-Cas9

The *lin-41(xe8)* = *lin-41(∆LCS)* allele is not temperature sensitive like *let-7(n2853)* and, therefore, causes lethality at any temperature (Ecsedi et al, 2015). To maintain *lin-41(xe8)* animals, a balancer null allele, *lin-41(bch28)*, was previously created by inserting an expression cassette driving ubiquitous nuclear GFP from the *eft-3* promoter into the *lin-41* coding sequence (Katic et al, 2015). To avoid generating a wild-type *lin-41* copy—and a recombined *lin-41(bch28 xe8)* allele—through intragenic recombination of *lin-41(bch28)* with *lin-41(xe8)*, we additionally deleted a large part of the *lin-41* coding sequence together with the part of the *lin-41* 3′ UTR containing the *let-7* complementary sites within the *lin-41(bch28)* allele. To this end, *lin-41(bch28)* heterozygous worms were injected with a mix containing 50 ng/μl pIK155, 100 ng/μl of each pIK198 with a cloned sgRNA, 5 ng/μl pCFJ90, and 5 ng/μl pCFJ104, as previously described (Katic et al, 2015). We injected two plasmids encoding sgRNAs, sgRNA1 (ggtgactgaatcattgacgg) and sgRNA2 (agaaggtttcaatggttcag), cutting in the third coding exon and the 3′ UTR of *lin-41*, respectively. Single F1 progeny of injected wild-type worms were picked to individual plates and the F2 progeny were screened for expected deletions in *lin-41(bch28)* by PCR. The *lin-41(bch28 xe70)* allele thus obtained was further validated by DNA sequencing and outcrossed three times to the wild-type strain before crossing it with *lin-41(xe8)* heterozygous animals. The final *lin-41(bch28 xe70)* allele consists of the inserted expression cassette, as described in Katic et al (2015), followed by an additional deletion of the region with the following flanking sequences: 5′ ggctcactatttgacactcc—*xe70* deletion (6,395 bp)—accattgaaaccttctccc 3′.

### Construction of transgenic single-copy GFP reporters

Transgenes were cloned into the destination vector pCFJ150 (Frøkjaer-Jensen et al, 2008) using the MultiSite Gateway Technology (Thermo Fisher Scientific) as described in Table S6. Worm lines with integrated transgenes were obtained by Mos1-mediated single-copy integration (MosSCI) into chromosome II (*ttTi5605* locus), using a protocol for injection with low DNA concentration (Frøkjær-Jensen et al, 2012).

### Microscopy

For confocal imaging of the *mab-3* and *dmd-3* reporter worm lines (HW1803, HW1798, HW1827, and HW1828), synchronized arrested L1 stage larvae were grown for 20 h at 25°C on RNAi-inducing plates with HT115 bacteria. The bacteria either contained the L4440 parental RNAi vector without insert (denoted “mock RNAi”) or with an insert targeting *lin-41* (Fraser et al, 2000). For confocal imaging of endogenously tagged GFP::LIN-29a (HW1826 and HW1882), worms were grown at 25°C on OP50 bacteria. Worms were imaged on a Zeiss LSM 700 confocal microscope driven by Zen (2012) Software after mounting them on a 2% (wt/vol) agarose pad with a drop of 10 mM levamisole solution. For imaging of HW2295 (*xeSi417* transgene expression), a Zeiss Axio Observer Z1 microscope was used. Differential Interference Contrast and fluorescent images were acquired with a 40×/1.3 oil immersion objective (1,024 × 1,024 pixels, pixel size 156 nm). Using the Fiji software (Schindelin et al, 2012), the images were processed after selecting representative regions. Worms of the same worm line were imaged and processed with identical settings.

### Phenotype quantification

To image or quantify phenotypes, arrested L1 larvae were grown at 25°C until the synchronized population reached the desired developmental stage. For worm lines containing mnC1-balanced animals, balanced animals were identified by *myo-2p*::*gfp* expression and excluded from the analysis. Similarly, to score *lin-41(xe8)* homozygous animals within a population of balanced *lin-41(xe8)*/*lin-41(bch28 xe70)* animals, all *eft-3p*::*gfp::h2b* expressing (i.e., balancer carrying) animals were excluded from the analysis. Images were acquired on a Zeiss Axio Observer Z1 microscope using the AxioVision SE64 software. Animals were mounted on a 2% (wt/vol) agarose pad and immobilized in 10 mM levamisole. Selection of regions and processing of images was performed with Fiji (Schindelin et al, 2012).

To quantify seam cell numbers, we counted all clearly visible fluorescent cells of the upper lateral side in mounted worms expressing a seam cell-specific *scm::gfp* transgene (Koh & Rothman, 2001). Synchronized worms were grown at 25°C for 36–38 h (late L4 stage) or 40–42 h (young adult stage), with the exact developmental time assessed by staging of individual worms according to gonad length and vulva morphology.

To examine male tail retraction defects, we used *him-5(e1490)*–mutant worms in different genetic backgrounds. Images were acquired after growing males to early, mid, or late L4 larvae as well as to young adults. To quantify tail retraction defects, male tail phenotypes were scored in mounted worms at the late L4 and at the young adult stage. At the late L4 stage, tail retraction defects were categorized as unretracted (no cell retraction visible), partially retracted (cells less retracted than in wild-type) or over-retracted tails (cells more retracted than in wild-type). At the young adult stage, abnormal tails were categorized into over-retracted, Lep, and unretracted (very long spike, compromised rays and fan structures) phenotypes. Tails with a spike extending beyond the fan were counted as “Lep” and tails with smaller spikes were considered wild-type (as in our hands, those were difficult to distinguish from wild-type tails). Whereas most *lin-41(bx37)–* or *lin-41(bx42)*–mutant males had a Lep tail, all *lin-41(xe8)* animals showed the distinct and more severe “unretracted” phenotype. 85% of *let-7(n2853)*–mutant males also displayed a completely unretracted tail. In 15% of the scored *let-7(n2853)*–mutant males, the tail cell started retracting at the time point of analysis (young adult stage), still resulting in a similarly elongated tail, but with a rounded tip. This phenotype was categorized as “unretracted,” as it was more similar to fully unretracted tails than to Lep tails. The observed delayed start of the retraction program may be due to residual *let-7* activity in the *let-7(n2853)ts* mutant.

To examine vulval phenotypes (bursting, Pvl, and Egl), worm phenotypes were scored directly on the nematode growth medium agar plates using a dissecting microscope. Vulval bursting and Pvl phenotypes were quantified in synchronized worm populations grown at 25°C for 45 h; a time ∼5 h after the first *let-7(n2853)* or *lin41(xe8)* animals burst through their vulva. Animals with part of the intestine protruding through the vulva were counted as “burst,” all other animals as “non-burst.” Pvl phenotypes were only scored in non-burst animals. Egl phenotypes were scored for non-burst worms in synchronized populations grown at 25°C for 60 h. At least 400 worms were scored for each genotype in each of these experiments to quantify vulval phenotypes.

To quantify uterine-vulval connection phenotypes, worms were grown in synchronized populations at 25°C for 36–38 h to reach the late L4 larval stage. Phenotypes of mounted worms were assigned to one of two categories, worms with a normal thin utse structure and worms with an abnormal thicker cell layer, and counted.

### RIP-seq

RNA co-immunoprecipitations were performed with semi-synchronous L3/L4 stage populations of *lin-41(n2914); him-5(e1490)*–mutant worms expressing *flag::gfp::lin-41* (Aeschimann et al, 2017) or of *him-5(e1490)*–mutant worms expressing *flag::gfp::sart-3* (Rüegger et al, 2015) as previously described (Aeschimann et al, 2017). RNA bound to the beads and input RNA was extracted using Tri Reagent (Molecular Research Center; TR 118) according to the manufacturer's recommendations. The input RNA samples were diluted to match the low RNA concentrations of 5–10 ng/μl of the immunoprecipitated RNA. Sequencing libraries were prepared with the TruSeq Stranded mRNA HT Sample Prep kit (RS-122-2103; Illumina) and 50-bp single end reads were sequenced on an Illumina HiSeq2000 machine.

PCR duplicates were first removed by collapsing reads with an identical 5′ end coordinate to a single read. De-duplicated reads were then aligned to the May 2008 (ce6) *C. elegans* genome assembly from University of California, Santa Cruz (Rosenbloom et al, 2015). Alignments were performed using the qAlign function from the QuasR R package (v. 1.20.0) (Gaidatzis et al, 2015), with the reference genome package (“BSgenome.Celegans.UCSC.ce6”) downloaded from Bioconductor (https://www.bioconductor.org) and with the parameter “splicedAlignment=TRUE,” which calls the SpliceMap aligner with default parameters (Au et al, 2010). The resulting alignments were converted to BAM format, sorted, and indexed using SAMtools (version 1.2) (Li et al, 2009). Gene coverage was quantified using annotations downloaded from WormBase (version WS190; ftp://ftp.wormbase.org/pub/wormbase/releases/WS190/). Reads overlapping all annotated exons for each gene were counted. For plotting, samples were normalized by the mean number of counts mapping to exons in all samples and then log_2_-transformed after adding a pseudocount of 8. To determine genes significantly bound by LIN-41, a model was constructed using edgeR (v. 3.22.3) (Robinson et al, 2010) containing a term for sequencing batch, library type (IP or input), and protein (LIN-41 or SART-3), as well as an interaction term between library type and protein. Testing for significance of the interaction term with a likelihood ratio test identified genes for which the enrichment of IP versus input was significantly greater for LIN-41 than for the SART-3 control. After conducting a multiple hypothesis test correction, we applied a cutoff of FDR < 0.05 to determine a final set of bound genes. All computations were performed using R (v. 3.5.1).

### Data availability

All RIP-seq data generated in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) (Edgar et al, 2002) under GEO Series accession number GSE120405.

## Supplementary Material

Reviewer comments

# Supplementary material for: let-7 coordinates the transition to adulthood through a single primary and four secondary targets
**Source:** Life Sci Alliance. 2019 Mar 25;2(2):e201900335. doi: 10.26508/lsa.201900335
**Supplement:** Supplementary file 5

| Identifier / Strain number | Genotype | Source |
| --- | --- | --- |
| N2 | Wild-type | CGC |
| [MT7626](https://cgc.umn.edu/strain/MT7626) | *let-7(n2853)* X | CGC, (Reinhart et al., 2000) |
| HW1870 | *lin-41(xe8) / lin-41(bch28[Peft-3::gfp::h2b::tbb-2 3'UTR] xe70)* I | This study |
| HW1330 | *lin-41(xe11)* I; *let-7(n2853)* X | (Ecsedi et al., 2015) |
| HW1329 | *lin-41(xe11)* I | (Ecsedi et al., 2015) |
| HW1692 | *lin-29(xe37)* II | This study |
| HW1695 | *lin-29a(xe40)* II | This study |
| HW1698 | *mab-10(xe44)* II | This study |
| HW2384 | *mab-3(xe49)* II; *dmd-3(ok1327)* V | This study |
| HW1790 | *mab-10(xe44) lin-29(xe37) /* mnC1 II | This study |
| HW1758 | *mab-10(xe44) lin-29(xe40) /* mnC1II | This study |
| HW2483 | *mab-3(xe49) mab-10(xe44) lin-29(xe40)* / mnC1 II; *dmd-3(ok1327)* V | This study |
| HW2382 | *lin-29a(xe40)* II; *let-7(n2853)* X | This study |
| HW2479 | *mab-10(xe44)* II; *let-7(n2853)* X | This study |
| HW2478 | *mab-10(xe44) lin-29a(xe40)* II; *let-7(n2853)* X | This study |
| HW2380 | *lin-29(xe37)* II; *let-7(n2853)* X | This study |
| SX346 | *unc119(e2598) III; wIs54[scm::gfp] V; lin-15(n765) X; mjIs15[ajm-1::mCherry]* | (Lehrbach et al., 2009) |
| HW1387 | *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]*; *let-7(n2853)* X | This study |
| HW1865 | *lin-41(xe8) / lin-41(bch28 xe70)* I; *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]* | This study |
| HW1922 | *lin-41(xe11)* I; *wIs54[scm::gfp]* V; *let-7(n2853)* X; *mjIs15[ajm-1::mCherry]* | This study |
| HW1923 | *lin-41(xe11)* I; *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]* | This study |
| HW1861 | *lin-29a(xe40)* II; *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]* | This study |
| HW1862 | *mab-10(xe44)* II; *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]* | This study |
| HW1864 | *mab-10(xe44)* *lin-29a(xe40)* / mnC1 II; *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]* | This study |
| HW2460 | *mab-3(xe49)* II; *dmd-3(ok1327)* *wIs54[scm::gfp]* V; *mjIs15[ajm-1::mCherry]* | This study |
| HW1508 | *him-5(e1490)* V | (Hodgkin et al., 1979) |
| HW1618 | *him-5(e1490)* V; *let-7(n2853)* X | This study |
| HW2572 | *lin-41(xe8) / lin-41(bch28 xe70)* I; *him-5(e1490)* V | This study |
| HW1616 | *lin-41(xe11)* I; *him-5(e1490)* V | This study |
| HW1617 | *lin-41(xe11)* I; *him-5(e1490)* V; *let-7(n2853)* X | This study |
| EM101 | *lin-41(bx37)* I; *him-5(e1490)* V | CGC, (Del Rio-Albrechtsen et al., 2006) |
| EM106 | *lin-41(bx42)* I; *him-5(e1490)* V | CGC, (Del Rio-Albrechtsen et al., 2006) |
| HW1829 | *lin-41(ma104)* I; *him-5(e1490)* V | This study |
| HW2385 | *mab-3(xe49)* II; *him-5(e1490) dmd-3(ok1327)* V | This study |
| HW1961 | *mab-10(xe44) lin-29a(xe40) /* mnC1II; *him-5(e1490)* V | This study |
| HW1803 | *xeSi172 [Pmab-3::GFP(PEST)-H2B::mab-3 3'UTR]* II; *him-5(e1490)* V | This study |
| HW1798 | *xeSi181 [Pmab-3::GFP(PEST)-H2B::unc-54 3'UTR]* II; *him-5(e1490)* V | This study |
| HW1827 | *xeSi257 [Pdmd-3::GFP(PEST)-H2B::dmd-3 3'UTR]* II; *him-5(e1490)* V | This study |
| HW1828 | *xeSi255 [Pdmd-3::GFP(PEST)-H2B::unc-54 3'UTR]* II; *him-5(e1490)* V | This study |
| HW1801 | *lin-41(n2914)* I; *xeSi197[Plin-41::flag::gfp::lin-41::lin-41 3'UTR]* II, *him-5(e1490)* V | This study |
| HW1799 | *xeSi55[Pdpy-30::sart-3::gfp::his::flag::xrn-2 3'UTR]* I; *him-5(e1490)* V | This study |
| HW1826 | *lin-29(xe63[gfp::3xflag::lin-29a])* II | This study |
| HW1882 | *lin-29(xe63[gfp::3xflag::lin-29a])* II; *let-7(n2853)* X | This study |
| HW2295 | *xeSi417 [delta pes-10 minimal promoter and enhancer ACEL (lin-3)::FLAG-HA-degron::LIN-29A::lin-29 3'UTR::operon linker (SL2) with GFP-H2B::tbb-2 3'UTR]* II | This study |
| HW2321 | *xeSi417 [delta pes-10 minimal promoter and enhancer ACEL (lin-3)::FLAG-HA-degron::LIN-29A::lin-29 3'UTR::operon linker (SL2) with GFP-H2B::tbb-2 3'UTR]* *mab-10(xe44) lin-29a(xe40)* II / mnC1 | This study |
| HW2323 | *xeSi417 [delta pes-10 minimal promoter and enhancer ACEL (lin-3)::FLAG-HA-degron::LIN-29A::lin-29 3'UTR::operon linker (SL2) with GFP-H2B::tbb-2 3'UTR]* *lin-29(xe37)* II / mnC1 | This study |
| UR275 | *him-5(e1490) dmd-3(ok1327) V* | (Mason et al., 2008) |

Supplemental References:

Hodgkin J, Horvitz HR, Brenner S (1979) Nondisjunction mutants of the nematode Caenorhabditis elegans. Genetics 91: 67–94.

Lehrbach NJ, Armisen J, Lightfoot HL, Murfitt KJ, Bugaut A, Balasubramanian S, Miska EA (2009) LIN-28 and the poly(U) polymerase PUP-2 regulate let-7 microRNA processing in Caenorhabditis elegans. Nat Struct Mol Biol 16: 1016–1020. 10.1038/nsmb.1675

How the deposited data were processed for this re-analysis (not part of the article)

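RNA was measured by RIP-seq in semi-synchronous L3/L4-stage worms of the him-5(e1490) background, grown for about 30 h at 25 °C. The 12 libraries are the anti-FLAG IP and the input of a lin-41(n2914) mutant strain with tagged LIN41 and of a control strain with tagged SART-3, with 3 replicates of each. The deposited file holds read counts per gene for these libraries and the length of each gene model. The authors made the counts by collapsing reads with the same 5′ end to 1 read, aligning them with QuasR, and counting reads that overlap the annotated exons of WormBase WS190. The paper names the ce6 assembly and the sample labels name ce10. The counts are whole numbers and are not normalized. Of the gene lengths, 96.6% are multiples of 3, so nearly all are lengths without UTRs, and they are called coding lengths here (that of mab-3 is an exception). The reads themselves were not used here, so the collapsing of duplicates, which is already in the counts, could not be changed.

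Of 20182 gene identifiers, 18778 (93.0%) were matched to a symbol in the WBcel235 annotation, which was used only for names, positions and neighbouring genes. Libraries were assigned to conditions and replicate numbers from the sample labels, and none was left unmapped. The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, genes were filtered with filterByExpr by the 4 groups, which left 12036 genes, libraries were scaled with TMM factors, and all 12 libraries were fitted in 1 quasi-likelihood model with terms for replicate number, library type, protein and the interaction of library type and protein. The biological coefficient of variation was 0.167. The fit gave 5 comparisons: LIN41-specific enrichment (the interaction), LIN41 IP against its input, SART-3 IP against its input, LIN41 input against SART-3 input, and LIN41 IP against SART-3 IP. Each gene was called by direction at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The paper's methods name edgeR's likelihood ratio test, which was run as an alternative because the quasi-likelihood test allows for the uncertainty of the dispersion with 3 replicates. Values per replicate are differences of log2 CPM with a prior count of 2, and errors beside CPM are SDs over 3 replicates. Standard errors of fitted log2 values are those implied by the quasi-likelihood F statistic, the absolute log2 value divided by the square root of F. They are not computed from the spread of the values per replicate.

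Gene lists were tested with camera on the same fit, with an inter-gene correlation of 0.01, where at least 5 members had passed the filter, and were tested again with an estimated correlation and with fry. There were 26 lists, 23 of them with a camera test. They held mRNAs that the paper reports as bound by LIN41, pathway and gene family lists around LIN41, and oocyte mRNAs of LIN41 and OMA particles. The others were markers of cell types, sex and stage, and abundant gene classes. The genes named in the text are those the paper names in its RIP-seq result and those of the transgenes, the 10 genes of lowest p in each direction of a comparison that pass the threshold with the same sign in every replicate, for LIN41-specific enrichment also the next 15 genes with a positive value and the next 5 with a negative one, and up to 4 members of each list reported, those with the largest change. The values of the genes in the paper's Fig 3A had been seen in the figure. Genes named outside this rule are said to be chosen after their values were seen.

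Replicate numbers were checked as pairs. Over 7823 genes, the deviation of a library from its group mean correlated between groups at the same number in 12 of 12 pairs of libraries from groups compared directly (Pearson r across genes from 0.27 to 0.71) and exceeded 0.1 in 17 of 18 pairs of libraries overall (lowest −0.03). The replicate number was therefore kept as a term. Total counts per library ranged from 291466 in the LIN41 IP to 2024430 in the LIN41 input. The test was checked on simulated counts of the same design, in which it called 4 of 11574 unchanged genes. These simulations used a common dispersion and held no library that stands apart.

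The alternatives were the likelihood ratio test, no replicate term, a block per lysate, DESeq2, limma-voom, RLE and upper-quartile factors, total counts only, no filter on low counts, at least 10 counts in every library, a robust fit, an adjusted p under 0.1, LIN41 IP against SART-3 IP with no input correction, a correction of counts for the ceiling set by collapsing reads, and leaving out each replicate number and each library in turn. Offsets for gene length (a loess with a span of 0.3) and counts thinned to the lowest library total were added after the data were seen. Values as plotted by the authors, with a pseudocount of 8, and with a pseudocount of 1 were also computed. No group has enough libraries for a test of single outlying libraries, and no such test was made.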

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

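The tests of lin-41 mRNA in the IP, of the stage of replicate 1 and of the number of males, and the fits with thinned counts and with gene length offsets, were chosen only after the results were seen. IP-to-input enrichment differed between LIN41 and SART-3 for 5 genes by the test of the difference itself (edgeR's quasi-likelihood test of the interaction). The count was 7 without replicate 1, 5 without replicate 2 and 0 without replicate 3 (48 higher and 84 lower at an unadjusted p under 0.05). It was 8 without LIN41 input 1, 3 without LIN41 IP 1, SART-3 IP 1 or LIN41 IP 3, and 2 without SART-3 input 2 or SART-3 IP 3. Assigning the 6 lysates to the strains in other ways gave at most 0 calls, and 1 split, the real one, gave as many as the data. Every other split mixes lysates of both strains, so a real difference widens the spread within its groups and lowers its calls. Of the 10 splits, 4, the real one included, part all 3 replicate pairs. The splits are too few for a share under 0.05, and no conclusion is drawn from them.

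The mRNA of lin-41 was enriched with LIN41 by a log2 of 4.07 (standard error 0.690) relative to the control. A higher level before the IP would raise IP and input alike, and lin-41 differed between the IPs by 5.07 and between the inputs by 1.00 (standard error 0.430), so that the enrichment is what remains of the IP difference after the input difference is subtracted. If any FLAG-tagged protein brought down its own mRNA to the same extent, sart-3 would show a like excess in the SART-3 IP, and it showed 0.51 (standard error 0.326). Direct binding, which the design names, and the capture of nascent tagged protein, which the paper proposes, both stay open and were not tested: capture of nascent protein requires a tag made early in translation, the position of the control's tag is given in both ways, and untagged sart-3 mRNA of the control worms dilutes its signal. Any mRNA of the mutant lin-41 gene is likewise counted with that of the transgene.

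In replicate 1, LIN41-specific enrichment exceeded the mean of replicates 2 and 3 by a log2 of 3.52 for lin-29, 3.06 for lin-41, 1.72 for cam-1, 1.72 for mab-10 and 1.41 for F18C5.10, although the value of F18C5.10 in replicate 3 (3.64) was close to that in replicate 1 (3.92). With every library thinned to the same total, the median excess was 2.51, against 1.72 before. It did not fall, as had been written down for library depth before this test. The thinning was a single random draw of low counts, and these genes were grouped by their excess. It also moved dmd-3, which is not among them, from 0.17 to −0.64, so it cannot exclude a part for depth. Thinning lowered the excess of lin-29 to 2.72 and of lin-41 to 2.51. It raised that of mab-10 to 2.87, of F18C5.10 to 2.16 and of cam-1 to 2.11. Sperm genes were lower in input 1 than in inputs 2 and 3, by a median of −0.97 (SD 0.817) with LIN41 and −1.44 (SD 0.707) with SART-3, which is consistent with an earlier developmental stage of the replicate 1 cultures. Control counts in replicate 1 also enter the excess. In SART-3 IP 1, lin-29 had 7 counts (19.7 CPM, against 85.8 and 65.5 in SART-3 IPs 2 and 3). There mab-10 had 7 (19.7 CPM, against 45.4 and 41.2) and lin-41 had 3 (8.45 CPM, against 20.2 and 14.6). F18C5.10 (16.9 CPM, against 20.2 and 7.28) and cam-1 (45.1 CPM, against 35.3 and 48.5) were not below both others. Whether stage accounts for the larger enrichment was not tested, nor were the scaling of LIN41 IP 1 and the part of these low control counts. All of these stay open, as does a part for library depth.

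Between the inputs, which the paper does not compare, 159 genes were higher and 11 lower with LIN41 (edgeR's quasi-likelihood test). The counts were 1844 higher and 1019 lower without replicate 1, 10 and 2 without replicate 2, 3 and 0 without replicate 3, 1082 and 456 without LIN41 input 1, 40 and 3 without SART-3 input 1, 26 and 2 without LIN41 input 2, 8 and 1 without SART-3 input 2, 90 and 3 without LIN41 input 3, and 20 and 3 without SART-3 input 3. They were 102 higher without LIN41 IP 1, 70 higher and 4 lower without LIN41 IP 3, and 6 lower without LIN41 IP 2, SART-3 IP 2 or SART-3 IP 3. Other splits of the inputs called at most 0 genes, against 170 in the real one, which was the 1 split with as many. They too mix the real groups, which lowers their calls, and 10 splits are too few for a share under 0.05. No conclusion is drawn from them.

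The genes higher in the LIN41 input include collagens, such as col-63 (2.59, standard error 0.305, not past the threshold without replicate 3, adjusted p = 0.142), and 5 of 17 sperm genes (13 when adjusted over the list alone, list median 0.93, SD 0.373, camera adjusted p = 2.86e-17, and adjusted p = 0.0291 with an estimated correlation). Across 7823 genes, which are not independent replicates, the strain difference in replicate 2 had a Spearman rho of 0.42 with the difference between SART-3 inputs 3 and 1, which is consistent with a difference in developmental stage between the cultures, the outcome written down for it before this test. The male somatic genes had a median of −0.22 (SD 0.163, 7 of 20 listed genes tested) against 0.93 for the sperm genes. This is not the outcome written down for more males in the LIN41 cultures. The 7 genes include mab-3 and dmd-3, which the paper names as LIN41 targets, so they cannot by themselves gauge the share of males. Gene length as the whole cause is argued against by the fit with length offsets. In it, the number of higher genes did not fall but rose to 239, with 147 genes shared, a rise slightly beyond the bound written down for that test. The strain difference between the inputs had a Spearman rho of −0.28 with coding length, computed after results were seen, so a part for length is not excluded. Library depth differed too. Total counts ranged from 859814 to 2024430 (median 993849) in the LIN41 input and from 1274703 to 1401265 (median 1354051) in the SART-3 input. With counts thinned to the same total, fewer genes passed between the inputs. Thinning also lowers the power of the test, so this cannot tell how large a part depth has. A stage difference, a part for gene length, a part for library depth and the share of males stay open, as does the difference in the strains' genotypes, which was not tested.

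In the SART-3 IP, which the paper uses only as a control, 1262 genes were higher and 938 lower than in its input, and 73 of 74 ribosomal protein genes were among the higher ones. These counts were 1994 higher without replicate 1, 811 higher without replicate 2, 29 and 15 without replicate 3, 2095 and 1673 without LIN41 input 1, 612 and 440 without SART-3 input 2, 399 and 292 without SART-3 input 3, 465 and 212 without SART-3 IP 1, and 467 and 252 without SART-3 IP 3. Collapsing of reads limits the counts of short, abundant mRNAs, and more so in the inputs, which had more counts than the IPs. Its part in the values of the ribosomal protein genes was not tested. Other splits of the SART-3 libraries called at most 1 gene, against 2200 in the real one, the 1 split with as many. Other splits of the LIN41 libraries called at most 2, against 1708 in the real one, again the 1 split with as many. These splits mix IPs with inputs, which lowers their calls, and 10 splits each are too few for a share under 0.05. No conclusion is drawn from them.

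Without the inputs, 23 genes were higher in the LIN41 IP than in the SART-3 IP and 3 were lower, and 16 of the 23 are outside the 7 mRNAs of the paper's list. Of these 16, 13 were also higher between the inputs, among them rol-1 (its call between the IPs lost without the replicate term, adjusted p = 0.999, replicate 3, 1.00, SART-3 IP 2, 0.0563, LIN41 IP 3, 0.485, or SART-3 IP 3, 0.217) and the collagen gene col-63 (its call between the IPs lost without the replicate term, adjusted p = 0.999, replicate 3, 0.802, LIN41 IP 3, 0.623, or SART-3 IP 3, 0.122), and the 3 lower genes (Y39G8B.7, C50F7.5 and scl-2) were also lower between the inputs, where without replicate 2 only Y39G8B.7 of the 3 passed and without replicate 3 none did. The counts were 223 and 145 without replicate 1, 8 and 0 without replicate 2, 8 and 0 without replicate 3, 72 and 8 without LIN41 input 1, 12 higher without LIN41 IP 1, 14 and 1 without SART-3 IP 1, 12 and 1 without LIN41 IP 2, 6 and 0 without SART-3 IP 2, 8 and 0 without LIN41 IP 3, and 7 and 1 without SART-3 IP 3, and 1 gene was lower without SART-3 input 2. Other splits of the IP libraries called at most 1 gene, against 26 in the real one, the 1 split with as many. They too mix the real groups, which lowers their calls, and 10 splits are too few for a share under 0.05. No conclusion is drawn from them.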

How the results depend on the processing

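The fits with gene length offsets and with thinned counts were chosen only after the results were seen. Of 8860 values of named genes and gene lists recomputed under the alternatives, 8318 stayed the same (232 of them, past the threshold in neither fit, with the other sign). For fitted values, the same means on the same side of the threshold: 417 were no longer past it and 4 reversed. Only values plotted as in Fig 3A were compared with the spread of the replicates, and 2 of these moved by more than it. The others were newly past the threshold. Where counts changed, the cause was not tested, apart from fewer genes or libraries in the alternatives that leave these out. Counts in the SART-3 IP libraries were low for dmd-3 (1, 5 and 6), lin-41 (3, 12 and 6) and F18C5.10 (6, 12 and 3). Whether this depth decides their calls was not tested.

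The count of genes with LIN41-specific enrichment, 5 higher and 0 lower, was 0 higher without the replicate term (no replicate block), 3 with total counts only, 9 with no low-count filter, 1 with at least 10 counts in every library, 8 with gene length offsets, and 23 higher and 3 lower in LIN41 IP against SART-3 IP with no input correction. With a block per lysate it was 7, and comparisons between the strains were not run with that block, since the strains share no lysate. Leaving out a replicate or a library gave 0 to 8 higher and 0 to 0 lower. For LIN41 IP against its input (1067 higher, 641 lower), the counts were 497 and 114 with no replicate block and 693 and 2241 with total counts only, and those lower were 313 with DESeq2, 354 with limma-voom, 1155 with no low-count filter, 1144 at an adjusted p under 0.1 and 396 with gene length offsets, with 148 to 1260 higher and 20 to 889 lower on leaving out a replicate or a library. For SART-3 IP against its input (1262 higher, 938 lower), they were 521 and 163 with no replicate block and 776 and 2256 with total counts only, and those lower were 612 with DESeq2, 1434 with no low-count filter, 1558 at an adjusted p under 0.1 and 600 with thinned counts, with 29 to 2095 higher and 15 to 1673 lower on leaving out. Scaling to total counts moved the median of all genes by more than 0.1 in these comparisons, to −0.41 and −0.32.

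For the inputs (159 higher, 11 lower), the counts were 387 and 31 with the likelihood ratio test, 0 and 0 with no replicate block, 59 and 3 with DESeq2, 32 and 5 with limma-voom, 26 and 3 with total counts only, 54 and 4 with upper-quartile factors, 356 and 32 with no low-count filter, 17 and 1 with at least 10 counts in every library, 278 and 21 at an adjusted p under 0.1, 239 and 32 with gene length offsets and 18 and 2 with thinned counts, and 6 were lower with RLE factors, with 3 to 1844 higher and 0 to 1019 lower on leaving out. For LIN41 IP against SART-3 IP (23 higher, 3 lower), they were 98 and 12 with the likelihood ratio test, 1 and 0 with no replicate block, 68 and 8 with no low-count filter, 14 and 1 with at least 10 counts in every library, 38 and 6 at an adjusted p under 0.1 and 56 and 6 with gene length offsets, and 1 was lower with thinned counts, with 6 to 223 higher and 0 to 145 lower on leaving out.

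Of gene lists tested for LIN41-specific enrichment (7 higher, 0 lower), 3 were higher with an estimated correlation and 3 with fry, with 5 to 9 higher and 0 to 9 lower on leaving out a replicate. Of those between the inputs (3 higher, 1 lower), 1 was higher and 0 lower with an estimated correlation and with fry, with 1 to 7 higher and 0 to 4 lower on leaving out. The 4 values that reversed were those of LIN41-specific enrichment without replicate 1 for body wall and pharyngeal muscle (adjusted p = 1.14e-07, highest on leaving out a replicate 0.409, without replicate 3), ribosomal proteins (2.56e-11, lowest 1.62e-14, without replicate 3) and collagens (2.75e-06, from 1.18e-08 without replicate 3 to 2.37e-05 without replicate 2), and that of ribosomal proteins between the inputs without replicate 2 (0.237, from 4.09e-35 without replicate 1 to 0.915 without replicate 3). The 2 plotted values that moved were those of mab-3 (2.22) and dmd-3 (2.33) with a pseudocount of 8. Shifts of fitted values were not compared with the spread of the replicates.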

Differences from the paper's values

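No test in this part was chosen only after the result was seen, apart from the fits with gene length offsets and thinned counts. The paper's count of bound mRNAs is 7 and the count here is 5, both at an adjusted p under 0.05, which differ by less than 1.5 times. The paper counts dmd-3 and C31H5.5 among them. In edgeR's quasi-likelihood test they had adjusted p of 0.0848 and 0.30, with log2 values of 3.34 (standard error 0.633) and 1.84 (standard error 0.396), positive in 3 of 3 replicates, where Fig 3A, read by eye, shows about 3.3 for dmd-3 and about 1.8 for C31H5.5. The figure was read when the values here were already known, so closeness to them is not independent evidence. For the other 5 mRNAs Fig 3A shows about 4.4 (mab-10), about 4.1 (lin-29), about 4.0 (lin-41), about 3.1 (F18C5.10) and about 2.3 (mab-3), read by eye, and the values here were 4.35, 4.06, 4.07, 3.15 and 2.35.

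Both dmd-3 and C31H5.5 passed with the likelihood ratio test, which the paper's methods name (adjusted p = 3.04e-04 and 0.0155), without a filter on low counts (2.50e-07 and 0.0233) and in LIN41 IP against SART-3 IP with no input correction (0.00943 and 0.0451). The likelihood ratio test called the paper's 7 mRNAs and no other, the fit without a filter called 9 genes, the 7 with cam-1 and glit-1, and the IPs without input correction 23, the 7 with 16 others. Between the IPs, the call of C31H5.5 was lost without any 1 of the 6 IP libraries (adjusted p from 0.0765 to 0.485), without SART-3 inputs 2 (0.0747) or 3 (0.0515), LIN41 input 3 (0.0588), replicate 2 (0.256) or 3 (0.649) or the replicate term (0.577), and with limma-voom (0.0521), total counts only (0.124) or thinned counts (0.114). That of dmd-3 was lost without LIN41 IP 1 (0.0666) or 2 (0.0567), SART-3 IP 2 (0.196) or 3 (0.0608), replicate 2 (0.159) or the replicate term (0.333), and with limma-voom (0.0526). Alone, dmd-3 passed with a block per lysate (3.75e-04), with DESeq2 (0.0128), at an adjusted p under 0.1, and without replicate 1 (9.60e-06), LIN41 input 1 (0.00456) or SART-3 input 1 (0.00394). It also passed with gene length offsets (0.00514), which were chosen after seeing the values and drop 1 of the paper's 7 mRNAs, C31H5.5. No other setting called dmd-3 or C31H5.5. Of all alternatives set before the data were examined, the count was over 1.5 times from the paper's without the replicate term (0), with DESeq2 (4), with total counts only (3), with at least 10 counts in every library (1), without input correction (23), and without replicate 3 (0), SART-3 input 2 (2), LIN41 input 3 (4), SART-3 input 3 (4), LIN41 IP 1 (3), SART-3 IP 1 (3), LIN41 IP 3 (3) or SART-3 IP 3 (2).

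The paper describes the plotted values as normalized counts with a pseudocount of 8. Computed in that way, the values were 3.92 for mab-10, 3.84 for lin-29, 3.49 for lin-41, 2.39 for F18C5.10, 2.33 for dmd-3 (SD 0.309, n = 3), 2.22 for mab-3 and 1.43 for C31H5.5. Each is below the value read by eye from Fig 3A, which was read with the fitted values known and not these, and for dmd-3 the reading, about 3.3, was the furthest relative to the SD of the replicates. With a pseudocount of 1, dmd-3 had 3.23.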

Other observations

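The tests of lists without the paper's 7 mRNAs, the relations with coding length and the fit with thinned counts were chosen only after results had been seen. Both IPs held much the same mRNAs relative to their inputs. The log2 IP-to-input ratios of the strains had a Pearson r of 0.80 across genes, which are not independent replicates. Of the genes past the threshold, 888 were higher in both IPs, against 112 expected from independent lists, 359 were lower in both, against 50.0 expected, and 2 went in opposite directions. Genes higher in both include cpf-1, a gene of pre-mRNA 3′-end cleavage (3.65 with LIN41, standard error 0.296, and 3.51 with SART-3, standard error 0.293), and madf-6 (3.80, standard error 0.283, and 3.70, standard error 0.283). With LIN41, 73 of 74 ribosomal protein genes (median log2 1.85), 60 of 120 collagen genes (82 higher and 2 lower when adjusted over the list alone) and 22 of 41 nuclear genes of mitochondrial electron transport were higher than in the input (edgeR's quasi-likelihood test), and with SART-3 the ribosomal median was 1.67 and 49 of 120 collagen and 27 of 41 mitochondrial genes were higher. Collapsing of reads can raise such ratios for short, abundant mRNAs, since the inputs had more counts than the IPs. Its part in the values of the ribosomal protein genes was not tested. Lower in both IPs were nmy-3 (−1.71 and −1.75), and hgrs-1, an endosomal sorting gene (−1.96 and −1.77).

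Scaling to total counts moved the median of all genes from −0.07 to −0.41 with LIN41 and from −0.03 to −0.32 with SART-3. Genes higher in both IPs had a median coding length of 527 bp and those lower in both 2175 bp, against 1152 bp of all tested genes. The Spearman rho of the IP-to-input ratio with coding length was −0.44 with LIN41 and −0.50 with SART-3, and −0.36 and −0.43 in the 2343 genes with at most 0.05 counts per bp, where collapsing of reads has little effect. For LIN41-specific enrichment the rho was 0.04.

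The LIN41 IP had 1067 genes higher and 641 lower than its input. These counts were 148 and 20 without replicate 3, 627 and 180 without LIN41 IP 1, and 608 and 186 without LIN41 IP 3, and the lower genes were 383 without replicate 2, 377 without LIN41 input 1 and 291 without LIN41 IP 2. All 7 mRNAs of the paper's list were among the higher ones (C31H5.5 1.8, standard error 0.273, and F18C5.10 1.71, standard error 0.312, the former not past the threshold without replicate 3, adjusted p = 0.0543, and the latter not without LIN41 IP 1, 0.0963, or the replicate term, 0.166). In the SART-3 IP, F18C5.10 had −1.44 (standard error 0.414, adjusted p = 0.0222), a call lost without any 1 of SART-3 input 2 (0.0689), SART-3 input 3 (0.0826), SART-3 IP 1 (0.268) and SART-3 IP 3 (0.0930), or without replicate 3 (0.220), without the replicate term (0.294) and with thinned counts (0.0528).

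Of 23 gene lists tested for LIN41-specific enrichment with camera, 7 were higher and 0 lower. The list of the paper's 7 mRNAs, which the paper chose on these samples and which is therefore not independent evidence, the DM domain genes (1 of 6 tested members higher, 2 when adjusted over the list alone, camera adjusted p = 3.69e-07, and adjusted p = 0.0106 with an estimated correlation) and the male somatic genes (1 of 7 higher, 2 when adjusted over the list alone, 3.78e-10, and adjusted p = 0.00554 with an estimated correlation) held with an estimated correlation. Both share mab-3 and dmd-3 with the paper's list, and the median of the DM domain genes was −0.12 where their mean was 0.77. The heterochronic pathway (3 of 22 higher over all genes and over the list alone, median −0.04, mean 0.49, 4.89e-07) had an adjusted p = 0.325 with an estimated correlation, and the reported let-7 targets (1 of 7 higher, lin-41, 1.27e-04) had an adjusted p = 0.325 with an estimated correlation. Ribosomal protein genes (0 of 74 called, median 0.17, 1.18e-05) and collagens (0 of 120 called, median 0.10, 0.0133) had an adjusted p = 0.982 with an estimated correlation, and without replicate 1, where 9 lists were lower and 5 higher, both were lower (2.56e-11 and 2.75e-06). Without the paper's 7 mRNAs, only the ribosomal proteins (5.40e-05) and collagens (0.0424) passed, the heterochronic pathway had an adjusted p of 0.929 and the male somatic genes of 0.855, and the DM domain genes were too few to test. Lists of TRIM-NHL and partner proteins, molting cycle, epidermis, seam cells, vulva and uterus, muscle, intestine, neurons, histones, mitochondrial electron transport, spliceosome and heat shock genes did not pass (adjusted p from 0.151 to 0.929). Lists with fewer than 5 tested members had no camera test: of the EGR/NAB genes 2 of 3 were higher (lin-29 and mab-10), and of the vitellogenins 0 of 3 and of the adult cuticle genes 0 of 4 were called. No gene outside the paper's 7 mRNAs passed in edgeR's quasi-likelihood or likelihood ratio test, with DESeq2 or with limma-voom.

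Of the same lists between the inputs, 3 were higher with LIN41 and 1 lower. Beside the sperm genes, these were the collagens (9 of 120 higher, 14 when adjusted over the list alone, median 0.24, camera adjusted p = 1.01e-05, and adjusted p = 0.921 with an estimated correlation), which did not pass without replicate 3 (0.285), and the ribosomal protein genes (0 of 74 called, median 0.28, 0.0149, and adjusted p = 0.944 with an estimated correlation), which had 0.237 in the lower direction without replicate 2 and 0.915 without replicate 3. The heterochronic pathway was lower (0 of 22 called, median −0.20, 0.0126, and adjusted p = 0.793 with an estimated correlation), and had 0.129 without replicate 2 and 0.472 without replicate 3. Without replicate 1, 7 lists were higher and 4 lower, and without replicate 3, 1 and 0. Of the adult cuticle genes, 2 of 4 were higher, bli-1 (1.45, standard error 0.233, adjusted p = 0.00354, but 0.131 without replicate 2 and 0.0950 without SART-3 input 2) and bli-2 (1.23, standard error 0.193, adjusted p = 0.00306, but 0.205 and 0.145 without replicates 2 and 3 and 0.0981 and 0.0701 without SART-3 inputs 2 and 3). The sperm gene ssp-10 had 1.21 (standard error 0.225, adjusted p = 0.0121), a call lost without replicate 2 (0.211) or 3 (0.276), SART-3 inputs 1 (0.0597), 2 (0.0994) or 3 (0.134), or LIN41 input 2 (0.0943), and with limma-voom (0.0609) or thinned counts (0.358). Without the replicate term, no gene passed between the inputs. Among the lower genes was far-3, a fatty acid and retinol binding protein gene of the intestine list (−1.59, standard error 0.240, adjusted p = 0.00259, and 0.0583 without SART-3 input 2 and 0.142 without replicate 3).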
